# Genetic Influences on Translation in Yeast

**DOI:** 10.1371/journal.pgen.1004692

**Published:** 2014-10-23

**Authors:** Frank W. Albert, Dale Muzzey, Jonathan S. Weissman, Leonid Kruglyak

## Abstract

Heritable differences in gene expression between individuals are an important source of phenotypic variation. The question of how closely the effects of genetic variation on protein levels mirror those on mRNA levels remains open. Here, we addressed this question by using ribosome profiling to examine how genetic differences between two strains of the yeast *S. cerevisiae* affect translation. Strain differences in translation were observed for hundreds of genes. Allele specific measurements in the diploid hybrid between the two strains revealed roughly half as many *cis*-acting effects on translation as were observed for mRNA levels. In both the parents and the hybrid, most effects on translation were of small magnitude, such that the direction of an mRNA difference was typically reflected in a concordant footprint difference. The relative importance of *cis* and *trans* acting variation on footprint levels was similar to that for mRNA levels. There was a tendency for translation to cause larger footprint differences than expected given the respective mRNA differences. This is in contrast to translational differences between yeast species that have been reported to more often oppose than reinforce mRNA differences. Finally, we catalogued instances of premature translation termination in the two yeast strains and also found several instances where erroneous reference gene annotations lead to apparent nonsense mutations that in fact reside outside of the translated gene body. Overall, genetic influences on translation subtly modulate gene expression differences, and translation does not create strong discrepancies between genetic influences on mRNA and protein levels.

## Author Summary

Individuals in a species differ from each other in many ways. For many traits, a fraction of this variation is genetic—it is caused by DNA sequence variants in the genome of each individual. Some of these variants influence traits by altering how much certain genes are expressed, i.e. how many mRNA and protein molecules are made in different individuals. Surprisingly, earlier work has found that the effects of genetic variants on mRNA and protein levels for the same genes appear to be very different. Many variants appeared to influence only mRNA (but not protein) levels, and vice versa. In this paper, we studied this question by using a technique called “ribosome profiling” to measure translation (the cellular process of reading mRNA molecules and synthesizing protein molecules) in two yeast strains. We found that the genetic differences between these two strains influence translation for hundreds of genes. Because most of these effects were small in magnitude, they explain at most a small fraction of the discrepancies between the effects of genetic variants on mRNA and protein levels.

## Introduction

Many genetic differences among individuals influence gene expression levels. Such regulatory variants are responsible for a large fraction of the variation in disease risk among humans and are also thought to be important for the evolution of phenotypes [1]–[3]. Regulatory variants can be mapped as expression quantitative trait loci (eQTL). Due to the relative ease and low cost of mRNA quantification, most eQTL studies have used levels of mRNA, rather than protein, as a measure of gene expression. The few studies that have used mass-spectrometry to examine genetic influences on protein levels reported surprisingly different genetic architectures for protein and mRNA levels [4]–[6]. For a given gene, many eQTL did not correspond to a protein QTL (“pQTL” [7]) and vice versa. Some analyses even suggested that eQTL and pQTL for certain groups of genes have significantly less overlap than expected by chance [5]. While more recent work [8]–[10] has found that eQTL and pQTL are more concordant than seen in the initial studies, numerous discrepancies remain. Together, these results have been taken to suggest that there must be substantial genetic variation acting on posttranscriptional processes.

Translation is an important determinant of cellular protein abundance ([11], but see [12]) and the rate of translation was shown to be a better predictor of protein levels than mRNA abundance [13]. Therefore, genetic variants that specifically influence translation are a potential explanation for the reported discrepancies between eQTL and pQTL.

Differences in gene expression between individuals can be caused by genetic variants that act in *cis* or by variants that act in *trans* [2]. Variants that act in *cis* influence the expression of alleles to which they are physically linked. In a diploid organism, *cis* acting variants can be detected as preferential expression of one allele compared to the other (“allele-specific expression”, ASE) [14]–[19]. By contrast, *trans* acting variants influence the expression of both alleles of a gene to a similar extent.

Both *cis* and *trans* acting variants might have effects on translation. To affect translation in *cis*, a variant needs to reside within the mRNA of the given gene. By contrast, genetic variation in the various translation factors [20] might influence translation in *trans*. Further, mutations in ribosomal proteins can lead to highly specific differences in translation of small groups of mRNAs during mouse development [21], suggesting that genetic differences in genes beyond classic translation factors could affect translation in *trans*.

In this paper, we explored the influence of genetic variation on translation. We measured genome-wide translational activity in two genetically different strains of the yeast *S. cerevisiae* – the laboratory strain BY and the wine strain RM – as well as their diploid hybrid. Translation was measured by massively parallel sequencing of “ribosome footprints”, i.e. of mRNA fragments that are associated with translating ribosomes [13], [22]. By comparing the footprint data to measures of mRNA abundance gathered in parallel, we determined translation-specific influences on gene expression. In what follows, we distinguish three quantities. “mRNA abundance” quantifies RNA fragments from the polyadenylated transcriptome, irrespective of whether these molecules are translated. We denote as “footprint abundance” the number of RNA fragments bound by ribosomes, which is a measure of the total protein production for the given gene [13]. Finally, we refer to the ratio of footprint abundance to mRNA abundance as “translational efficiency” (TE) [13]). TE measures the extent to which the mRNA molecules of a given gene are translated.

We found that the differences in footprint abundance between BY and RM were highly correlated with the differences in mRNA abundance, both when comparing the parents and for ASE in the hybrid. Against this largely concordant backdrop, there were a small number of genes with evidence for strong translation-specific genetic effects on their expression, and hundreds of genes with more modest effects.

## Results

### Differences in translation between two yeast strains

We used ribosome profiling and mRNA sequencing to compare genome-wide patterns of translation in protein coding regions between the BY and the RM yeast strains. 

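BY is a common laboratory strain of mating type a, and RM, of mating type α, derives from a vineyard isolate. Each parent was represented by 1 mRNA library and 1 footprint library, so differences between the parents have no replicate check. Footprints are the mRNA fragments that ribosomes protect from nuclease digestion, and translation efficiency (TE) is the ratio of footprint to mRNA abundance of a gene. The authors trimmed the adapters, removed the first base of each read and aligned the reads of BY to the sacCer3 genome and those of RM to the same genome with the known SNPs set to the RM allele. They counted uniquely aligned reads on the correct strand of 6697 ORFs, and the deposited values are these counts without normalization. The counts summed to 44469788 reads for BY mRNA, 79210922 for BY footprints, 43209932 for RM mRNA and 144760421 for RM footprints. At least 1 read fell on 6415 ORFs in BY mRNA, on 6321 in RM mRNA and on 6188 in each footprint library. The 10 ORFs with the most reads held 7.57% of BY mRNA reads, 6.60% of RM mRNA reads, 17.3% of BY footprints and 12.6% of RM footprints. The smallest abundance these depths can show, taken as 3 reads, was 0.0675 ppm of the reads in BY mRNA, 0.0694 in RM mRNA, 0.0379 in BY footprints and 0.0207 in RM footprints.

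To compare the strains, every library was randomly downsampled to the size of the smallest, and for each gene the mRNA and footprint pairs were sampled hypergeometrically to the smaller pair sum, following the methods of the paper. Genes were kept when each pair summed to at least 20 counts and no count was 0, which left 5535 genes. Over 20 random seeds this number ranged from 5533 to 5547. Differences in mRNA and footprints were tested with an exact binomial test with probability 0.5, and TE differences with a G-test on the downsampled counts. P-values were Bonferroni corrected and a gene was called significant under 0.05. Fold changes are log2 ratios of BY over RM, and the TE fold change is the footprint value minus the mRNA value. Both tests model the sampling of reads only, so variation between cultures and libraries of one strain is not part of the error they use.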

Alignment statistics are presented in Supplementary Tables S1 & S2 and discussed in Supplementary Note 1. There was excellent agreement between our measures in BY and those obtained by re-aligning the reads from a published yeast ribosome profiling dataset [13] (Supplementary Figure S1). This agreement is in spite of different growth media, slightly different strain backgrounds, several minor differences between library protocols, and substantially deeper sequence coverage in the current dataset (Methods).

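In the BY parent, 6167 ORFs had at least 1 mRNA read and 1 footprint read. Over these ORFs, the central 95% of mRNA abundances, taken as fractions of the library, spanned 3.58 orders of magnitude (no replicates).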

mRNA abundance across the 6,697 genes annotated as coding or potentially coding in the yeast genome database varied by 3–4 orders of magnitude for the central 95% of genes. 

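Over the same 6167 ORFs of BY, the central 95% of footprint abundances spanned 4.66 orders of magnitude. Footprint and mRNA abundance were correlated across ORFs with a Spearman's rho of 0.855 (95% bootstrap interval 0.846 to 0.864). ORFs of one library are not independent replicates, so the interval describes the set of ORFs only. The lower end of the footprint range rests on few reads, since 1144 of the ORFs had 20 footprint reads or fewer. Requiring at least 20 counts in each library moved rho most, to 0.805, while the RM parent gave 0.874.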

Footprint abundance spanned 4–5 orders of magnitude and, as expected, was highly correlated with mRNA abundance (Figure 1). 

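The central 95% of TE values among the 6167 ORFs of BY spanned a 117-fold range (95% bootstrap interval over ORFs 105 to 138, no replicates). With at least 20 counts required in each library, the range narrowed to 40.7-fold.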

TE varied by ∼100 fold among the central 95% of genes, in line with previous observations in yeast [13]. Across genes, footprint abundance increased more rapidly than mRNA abundance such that genes with high mRNA abundance tended to have higher TE, while genes with lower mRNA abundance tended to have lower TE (Figure 1). 

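On log-transformed fractions, footprint abundance in BY rose with mRNA abundance with a major axis slope of 1.35 (95% bootstrap interval over ORFs 1.34 to 1.38, no replicates). TE and mRNA abundance were positively correlated across ORFs, with a Spearman's rho of 0.300 (0.277 to 0.324), and the major axis slope of log TE on log mRNA was 0.288. An ordinary least squares slope, in place of the major axis, was 1.21. The correlation of TE with mRNA abundance depended most on low counts: it was 0.161 when at least 20 counts were required in each library, and 0.342 in RM. The paper describes the same tendency, with higher TE at high mRNA abundance and lower TE at low mRNA abundance.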

This pattern is reminiscent of coordinated changes in mRNA levels and translation rates of yeast genes in response to diverse environmental stressors [23]–[26] as well as at steady state [27]. 

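The part of the supplementary data analysed here lists the status of ORFs on chromosomes I and II. Of these, 14 dubious and 209 verified ORFs had at least 1 mRNA read and 1 footprint read in BY. The median log2 TE was -3.63 for dubious and -1.11 for verified ORFs, a difference of -2.52 (no replicates). A permutation test with 100000 resamples gave p = 1e-05, the smallest value it can give. Of the dubious ORFs, 71.4% lay below the fifth percentile of the verified ones. The RM strain in place of BY moved the difference most, to -2.22. Comparing ORFs absent from the reference annotation with all ORFs in it, genome-wide and in place of both groups, gave -2.24. That alternative was chosen after seeing the files. ORFs are not independent replicates.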

At the extreme end of this distribution were open reading frames (ORFs) categorized as “dubious” in the yeast genome database (Figure 1). Low or absent translation for dubious ORFs is consistent with the definition of ORFs in this category as “unlikely to encode an expressed protein” (www.yeastgenome.org). Together, these observations suggest that our data are of high quality and recapitulate known aspects of gene expression and translation.

**Figure 1:**
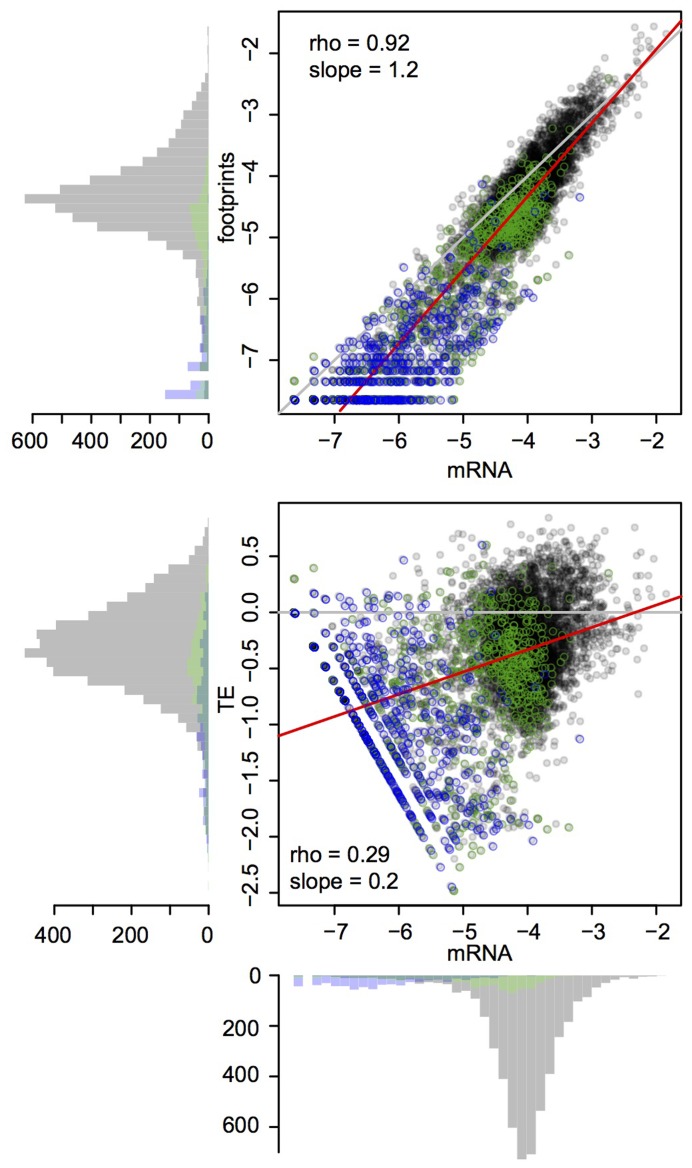
Global mRNA and footprint abundance. Shown are log10-transformed normalized read counts in the BY strain. Top panel: mRNA vs. footprint abundance. The red line shows the regression of footprint on mRNA abundance. The grey line indicates identity. Bottom panel: TE as a function of mRNA abundance. The grey line denotes identity between footprint and mRNA levels (i.e. log10(TE) = 0). The red line shows the regression of TE on mRNA abundance. Throughout the figure, transparent grey points are “verified” ORFs, green points are “uncharacterized” ORFs and blue points are “dubious” ORFs.

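Across the 6697 ORFs, Spearman's rho between BY and RM was 0.962 for mRNA and 0.968 for footprints, from 1 library of each kind per strain. Over the 5535 analysed genes it was 0.938 for mRNA and 0.946 for footprints. The largest mRNA differences among significant genes were at ARN2, with a log2 fold change of 9.73 (standard error from the counts 0.833), and HO, with 9.48 (0.323). The HO gene is deleted in the RM strain, as is FLO8, which had a log2 fold change of 7.70 (0.373). Several of the other extremes, in mRNA or in footprints, are mating-type-specific genes. The a-factor genes MFA1 and MFA2 had mRNA log2 fold changes of 7.79 and 8.35. The α-factor genes MF(ALPHA)1 and MF(ALPHA)2 had smaller mRNA log2 fold changes, -3.69 and -3.94, and footprint log2 fold changes of -7.62 and -8.41. PHO84 differed by 8.32 in mRNA and 7.55 in footprints.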

mRNA and footprint levels in BY were highly correlated with those in RM (Figure 2A–B). Consequently, while 54% and 58% of genes had significant (binomial test, Bonferroni corrected p<0.05) mRNA and footprint differences between the strains, more than 90% of these differences had small magnitudes of less than 2-fold (Table 1 & Figure 2A–B). 

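Of the 5535 analysed genes, 2895 (52.3%) had a significant mRNA difference, with 1535 higher in BY and 1360 higher in RM. A significant footprint difference was found for 3120 genes (56.4%), with 1445 higher in BY and 1675 higher in RM. Of these, 87.9% of the mRNA and 83.0% of the footprint differences were under 2-fold, and 85.4% of both together (95% Wilson interval 84.5% to 86.2%). At least 2-fold differences, whether significant or not, were seen for 416 genes in mRNA and 618 in footprints, and 349 and 531 of them were also significant. Over 20 random seeds of the sampling, the significant genes numbered 2886 to 2925 for mRNA and 3108 to 3150 for footprints, and the second random seed, which is not among these 20, gave 2900 and 3166. With 1 library per strain and type these differences have no replicate check. The test's error model moved the counts most: an edgeR likelihood ratio test called 188 genes for mRNA and 344 for footprints with the common dispersion between the hybrid replicates, and 121 and 116 with a dispersion that treated BY and RM as replicates. From the large shares of small differences the paper concludes that strain differences are widespread but mostly small.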

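With Storey q-values under 0.05 in place of the Bonferroni threshold, 4565 genes had an mRNA difference, 4739 a footprint difference and 4218 a TE difference between the parents, out of 5535. The share of mRNA and footprint differences under 2-fold was then 88.95% (85.4% under Bonferroni). Among genes with a significant mRNA or footprint difference, Spearman's rho between the mRNA and footprint fold changes was 0.726 with q-values and 0.776 with Bonferroni, and 76.5% and 82.0% of these genes had both differences in the same direction.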

While we chose to employ the stringent Bonferroni multiple testing correction for the analyses presented in the main text, similar patterns were seen when using a more permissive threshold based on the false-discovery rate (FDR [28]) (Supplementary Table S3). That the majority of genes shows significant expression differences between BY and RM is in line with published estimates for mRNA levels – for example, 69% of genes were differentially expressed in a microarray based experiment [29].

**Figure 2:**
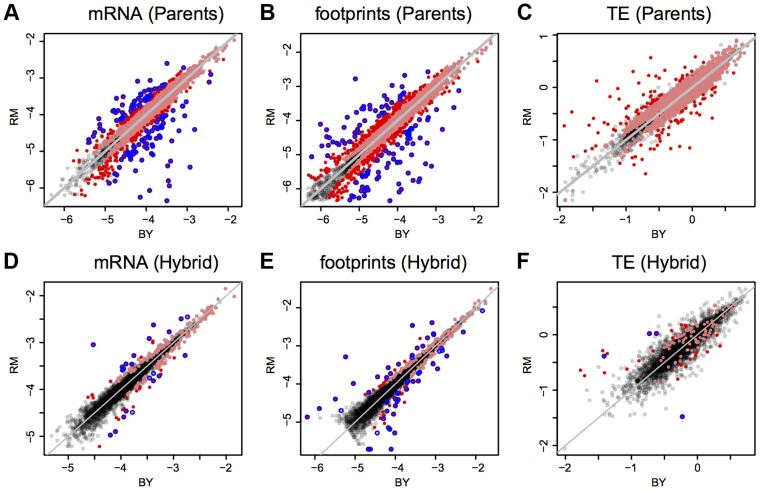
Expression in BY vs. RM and ASE in the hybrid. Shown are log10-transformed normalized read counts based on the downsampled data (Methods). Grey diagonal lines mark identity. Light red points are genes with significant differences (Bonferroni corrected: p<9e-6 in parent data and p<1.5 e-5 in hybrid data), darker red points are significant genes with a fold change ≥2. The blue circles denote genes that were called significant by DESeq (Benjamini-Hochberg adjusted p<0.05). A–C: parental comparisons, D–F: hybrid ASE. Note that in F) only four of the nine genes with significant TE difference identified by DESeq are shown, the remaining five had abundance too low to be included in the downsampled data (Methods).

**Table 1:** Differential expression statistics.

Comparison	Reads	Data	Analyzed genes	2-fold	Binomial/G test^1^	Intersect	DESeq^2^
Parent	All	mRNA	5,316	331	2,862	314 (6%)	189
Parent	All	Footprint	5,316	514	3,057	490 (9%)	145
Parent	All	TE	5,316	135	2,228	111 (2%)	NA
Parent	SNP	mRNA	3,342	249	517	171 (5%)	75
Parent	SNP	Footprint	3,342	475	671	289 (9%)	67
Parent	SNP	TE	3,342	329	319	97 (3%)	NA
Hybrid	SNP	mRNA	3,342	100	198	40 (1%)	40
Hybrid	SNP	Footprint	3,342	194	210	67 (2%)	70
Hybrid	SNP	TE	3,342	216	106	26 (1%)	9

1 Bonferroni corrected p<0.05. Binomial tests were run on mRNA and footprint data. G-tests were used to test for differential TE.

2 DESeq was run on all of genes where at least one sample had more than zero counts (6,457 genes for the parent comparison using all reads and 4,361 genes for the SNP-based analyses). DESeq results were corrected for multiple testing using the Benjamini-Hochberg correction.

To explore differences in translation between strains, we compared the mRNA differences to the footprint differences. The magnitudes of these differences were correlated (Spearman's rho = 0.71, Figure 3A), and this correlation became stronger when restricting the analyses to genes with a significant mRNA or footprint difference (rho = 0.77, Figure 3B). 

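Over the 5535 analysed genes, Spearman's rho between the mRNA and footprint log2 fold changes of BY over RM was 0.714 (95% bootstrap interval over genes 0.696 to 0.729). Restricted to the 3836 genes with a significant mRNA or footprint difference, rho was 0.776 (0.761 to 0.789). Both correlations are across genes from single libraries, and genes are not independent replicates. For significant genes, rho was 0.726 under the q-value threshold, 0.756 on counts that were not downsampled and 0.850 over the 362 genes called by an edgeR likelihood ratio test with the common dispersion between the hybrid replicates.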

As expected from this correlation, genes with a significant mRNA difference were highly likely to also have a significant footprint difference (Fisher's exact test (FET): odds ratio = 4.6, p<2.2e-16) and the direction of differences agreed for 82% (3,108 out of 3,798) of genes with a significant mRNA and/or footprint difference. 

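Among the 5535 genes, 2179 had a significant difference in both mRNA and footprints, 716 in mRNA only, 941 in footprints only and 1699 in neither. Fisher's exact test on this table gave an odds ratio of 5.49 (95% exact conditional interval 4.88 to 6.18) with p = 1.09e-198. Of the 3836 genes with at least 1 of the 2 differences, 3147 changed in the same direction, or 82.0% (95% Wilson interval 80.8% to 83.2%). Under the q-value threshold, the odds ratio was 2.85 and 76.5% of genes changed in the same direction. With calls from an edgeR likelihood ratio test that used the dispersion between the hybrid replicates, the odds ratio was 279 and the share 93.9% of 362 genes. The paper reasons from this overlap that a gene with an mRNA difference usually carries it forward to its footprints.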

Thus, a gene that differs significantly in mRNA abundance between BY and RM typically also has a significant footprint difference in the same direction. For most genes, translation carries forward mRNA differences to differences in protein synthesis. 

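The parents have no replicates, so a test with biological variation has to borrow its dispersion. The common dispersion of the hybrid replicates was 0.0264 for mRNA, 0.0195 for footprints and 0.0232 for both. With it, an edgeR likelihood ratio test with Bonferroni correction called 188 genes for mRNA, 344 for footprints and 35 for TE. The paper's DESeq calls used the less strict Benjamini-Hochberg procedure. Estimating the dispersion blindly, with BY and RM treated as replicates (0.0427 for mRNA and 0.0667 for footprints), called 121 and 116 genes. Of the 362 genes called for mRNA or footprints with the hybrid dispersion, 340 changed in the same direction, or 93.9% (95% Wilson interval 91.0% to 96.0%), with a Spearman's rho of 0.850. Of the 153 genes called with the blind dispersion, 141 did, or 92.2% (86.8% to 95.5%), with a rho of 0.843. Under the binomial test, the same share was 82.0% and rho was 0.776. The paper concludes that mRNA and footprint differences still match closely when fewer genes are called.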

While a more conservative [30] significance testing method (the DESeq package, [31]) yielded substantially fewer differentially expressed genes (Table 1), the high agreement between mRNA and footprint differences remained intact (Supplementary Note S2 and Supplementary Figure S2A).

**Figure 3:**
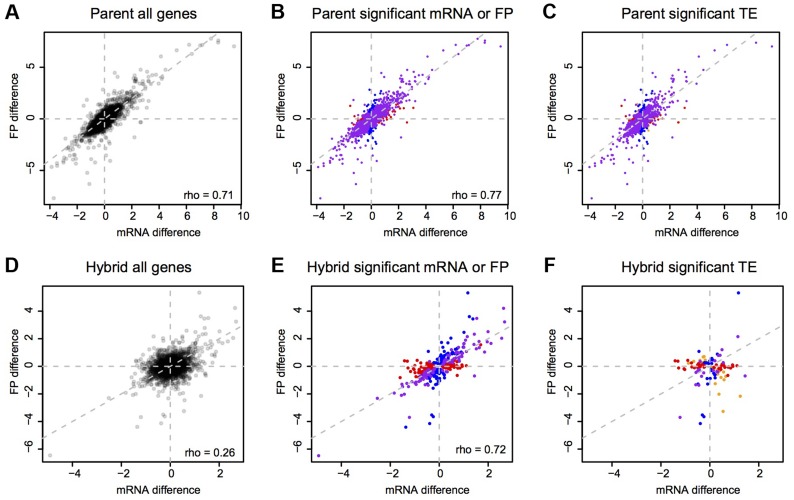
mRNA vs. footprint differences. Shown are log2-transformed fold changes. A–C: parents, D–F: hybrid ASE. Grey dashed lines are the diagonal. Left column: all genes. Middle column: genes with a significant (Bonferroni corrected: p<9e-6 in parent data and p<1.5 e-5 in hybrid data) mRNA (red), footprint (blue) or both mRNA and footprint (purple) difference. Right column: genes with a significant TE difference. Red: genes with only a significant mRNA difference, blue: genes with only a significant footprint difference, purple: genes with both a significant mRNA and footprint difference, orange: genes with neither a significant mRNA nor a significant footprint difference.

These observations leave open the possibility that translation may exert subtle, quantitative effects. Indeed, 42% of genes showed significant (Bonferroni corrected G-test p<0.05) differences in TE, i.e., at these genes the ratio of footprint levels between strains differed from the respective mRNA ratio. 

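A significant TE difference between the parents was found for 2206 of the 5535 genes (39.9%), with TE higher in BY for 834 and higher in RM for 1372. Over 20 random seeds the number ranged from 2176 to 2217. These calls compare 1 library of each kind per strain and rest on the sampling of reads alone. The largest significant TE differences toward RM were at SAG1, with a log2 fold change of -5.34 (standard error from the counts 0.227), YJL213W, with -5.06 (0.259), and YHR033W, with -4.71 (0.434). Toward BY, they were at ABM1, with 4.39 (0.470), and SOA1, with 4.29 (0.434). Allowing for dispersion had the largest effect on this count: with the dispersion between hybrid replicates, an edgeR likelihood ratio test of TE called 35 genes. The q-value threshold raised it to 4218.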

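Of the 2206 genes with a significant TE difference between the parents, 94.0% differed by less than 2-fold. Regardless of significance, 214 of the 5535 genes had a TE difference of at least 2-fold (no replicates). The standard deviation of log2 fold changes across genes was 0.499 for TE, 0.746 for mRNA and 0.889 for footprints. The q-value threshold, which added the most genes, called 4218.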

As expected given the concordance between mRNA and footprint differences noted above, most of the TE differences were of small magnitude (Figure 2C & Table 1). Thus, while translation typically does not override mRNA differences between BY and RM, for many genes it subtly alters the degree to which mRNA differences are reflected at the level of protein synthesis.

### Allele specific translation in the BY/RM hybrid

To investigate the extent to which translation is influenced by *cis*-acting variants, we gathered ribosomal footprint and mRNA data from the diploid hybrid between BY and RM and compared the expression of the two alleles. 

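The hybrid is the diploid offspring of BY and RM and carries both alleles of each gene in the same cells. The paper reasons that a difference between its alleles therefore reflects variants acting in cis. It was represented by 2 biological replicates, each with an mRNA library and a footprint library. The authors aligned reads to both the BY and the RM genome, kept unique alignments without mismatch, counted reads over coding SNPs by allele and summed them per ORF. They did the same for the parental libraries. The deposited SNP values of 3693 ORFs are not raw counts. They sum to between 1476685 and 1476750 in each parental library and to between 738207 and 738472 for each allele of each hybrid library, and stand in a constant ratio to the raw SNP counts in the supplement. They were therefore divided by that ratio, estimated for each column over the ORFs found in both (0.220 to 1.018), to give estimated read counts. The largest gap to the supplement's counts was 3 reads, in RM footprints, and 1 read in every other column.

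The estimated reads over SNPs summed to 725359 for the BY allele and 730199 for the RM allele in replicate 1 mRNA, and to 751204 and 761264 in replicate 2 mRNA. In footprints they summed to 892706 and 884947 in replicate 1, and to 1167677 and 1165003 in replicate 2. The parents had 2400188 (BY mRNA), 2470023 (RM mRNA), 3695026 (BY footprints) and 6714818 (RM footprints). Following the paper, the replicates were summed, the parental and hybrid columns were downsampled together, and the pair-sum filter and tests used for all reads were applied. This left 3355 genes. Across the 20 seeds it ranged from 3343 to 3363. Because the summed counts hide variation between replicates, the 2 replicates were also kept apart in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which fitted all 3693 genes.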

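With the hybrid replicates kept apart and downsampled together, 2959 genes passed the filter. Across these genes, Spearman's rho between the allelic log2 fold changes of replicate 1 and replicate 2 was 0.390 for mRNA (95% bootstrap interval over genes 0.354 to 0.425), 0.361 for footprints (0.327 to 0.398) and 0.163 for TE (0.123 to 0.202). The error SD of a single replicate's log2 fold change was 0.317 for mRNA, 0.363 for footprints and 0.490 for TE. Depth moved the correlations most. Among genes with a pair sum of at least 100 counts, rho was 0.511 for mRNA, 0.469 for footprints and 0.247 for TE. A test of allele by replicate found 15 of 3503 genes with an mRNA allele ratio that differed between replicates by more than the sampling of reads, and 27 of 3147 genes for footprints.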

Reproducibility of the allele-specific measurements was high, as judged by comparing two biological replicates processed at the same time (Supplementary Figure S3). As expected, the number of genes with significant ASE was less than the number of genes with differences between the BY and RM parental strains (Figure 2 & Table 1): we detected significant (Bonferroni corrected binomial test p<0.05) ASE for the mRNA levels of 6% of genes and for the footprint levels of 6% of genes. 

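Of the 3355 genes with enough reads over SNPs, 175 (5.22%, 95% Wilson interval 4.51% to 6.02%) had significant mRNA ASE in the summed hybrid replicates, with 93 higher on the BY allele and 82 on the RM allele. Significant footprint ASE was found for 187 genes (5.57%, 4.85% to 6.40%), with 105 higher on the BY allele and 82 on the RM allele. The same reads over SNPs in the parents, at the same depth, gave 477 genes (14.2%, 13.1% to 15.4%) with an mRNA difference and 634 (18.9%, 17.6% to 20.3%) with a footprint difference. The intervals of parents and hybrid do not overlap, but they do not cover variation between cultures and libraries. Between the 2 hybrid replicates, with alleles summed, 7.60% of 3420 genes were called for mRNA and 5.53% for footprints. The alleles of the hybrid share a culture and the parents do not, so such variation may raise the parental shares. The largest allelic difference was at OPT2, with a log2 fold change of -4.94 (standard error from the counts 0.219) in mRNA and -5.89 (0.389) in footprints. Between the parents OPT2 differed in the opposite direction over all reads, with 1.84 (0.105) in mRNA and 1.93 (0.139) in footprints. Over SNPs the parental values were 1.30 (0.302) and 1.55 (0.464), not significant.

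With the 2 replicates kept apart, edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p-values under 0.05 called 16 genes for mRNA and 55 for footprints. Adding the replicate as a block, with the pairing taken from the labels, called 344 and 137 genes. The replicate numbers did pair the samples. Across genes, the change from replicate 1 to replicate 2 in the BY allele was correlated with that in the RM allele, with a Spearman's rho of 0.418 for mRNA and 0.414 for footprints. DESeq2's Wald test called 26 and 54 genes. For the binomial test, the q-value threshold moved the numbers most, to 427 genes for mRNA and 455 for footprints.

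**Figure D1:**
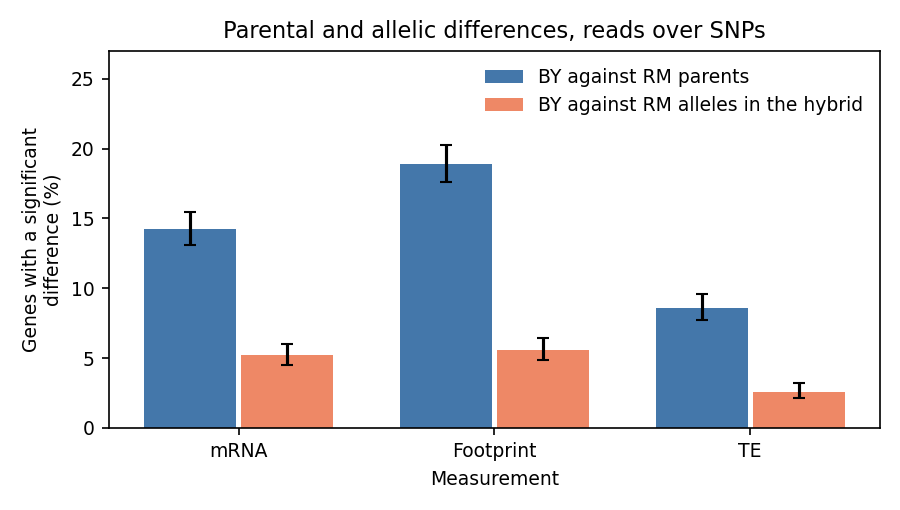
Percentage of 3355 genes with a Bonferroni-corrected significant difference between the BY and RM parents and between the BY and RM alleles of the hybrid, from reads over SNPs. Bars show mRNA, footprints and TE, with 95% Wilson intervals as error bars, which do not cover variation between cultures and libraries. The parental bars (14.2%, 18.9% and 8.61%) stand above the hybrid bars (5.22%, 5.57% and 2.59%).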

The mRNA estimate is lower than previous estimates for these two yeast isolates (∼14% [17]–∼20% [32]) because of the stringent Bonferroni correction we applied here; when we use a FDR-based cutoff we obtain higher numbers of genes with significant ASE (Supplementary Table S3).

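With Storey q-values under 0.05, 427 of the 3355 genes had mRNA ASE, 455 had footprint ASE and 373 had allele-specific TE, against 175, 187 and 87 under the Bonferroni threshold. Power also mattered within the Bonferroni threshold. Leaving out hybrid replicate 1 gave 109 genes with mRNA ASE and leaving out replicate 2 gave 88, and using all counts without downsampling gave 299. The paper attributes its lower estimate to the stringent correction.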

Variants that act in *cis* to alter translation should result in footprint ASE that is not a direct reflection of mRNA ASE. 

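Across the 3355 genes, Spearman's rho between the mRNA and footprint ASE log2 fold changes was 0.293 (95% bootstrap interval over genes 0.257 to 0.325). Among the 276 genes with significant mRNA or footprint ASE it was 0.782 (0.717 to 0.831). With each hybrid replicate left out in turn, rho was 0.212 to 0.250 over all genes and 0.768 to 0.778 over significant genes. The q-value threshold, which admits smaller differences, lowered the rho over significant genes most, to 0.627. For all genes, raising the minimum pair sum to 100 counts gave 0.366. These correlations are across genes, which are not independent replicates.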

By contrast, we found that the magnitudes of mRNA and footprint ASE were correlated (rho = 0.72) when considering genes with significant mRNA or footprint ASE (Figure 3E & Supplementary Figure S2B). Consequently, genes with significant mRNA ASE were very likely to also have significant footprint ASE (FET odds ratio = 25, p<2.2e-16) and 83% (260/312) of genes with significant mRNA or footprint ASE agreed in the direction of ASE. 

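In the hybrid, 86 genes had significant ASE in both mRNA and footprints, 89 in mRNA only, 101 in footprints only and 3079 in neither. Fisher's exact test gave an odds ratio of 29.4 (95% exact conditional interval 20.3 to 42.7) with p = 4.83e-68. Of the 276 genes with significant ASE in mRNA or footprints, 240 had both log2 fold changes in the same direction, or 87.0% (95% Wilson interval 82.5% to 90.4%). With the replicates kept apart in edgeR, 59 of the 60 genes called for mRNA or footprints did, or 98.3% (91.1% to 99.7%). In the fit with the replicate block, 316 of 385 genes did, or 82.1%. Under the q-value threshold, the share of the summed replicates was 76.4%. The paper reasons that allele-specific footprint levels for the most part carry the allele-specific mRNA levels.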

Thus, allele specific footprint levels mostly reflect allele specific mRNA expression, suggesting that *cis* acting variants with strong effects on translation are rare in BY and RM.

To search for genes that may carry *cis* acting variants that influence translation, we tested for allele-specific TE, i.e. for genes where the ratio of mRNA ASE differs from the ratio of footprint ASE. 

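Of the 3355 genes, 87 (2.59%, 95% Wilson interval 2.11% to 3.19%) had significant allele-specific TE in the summed hybrid replicates, with TE higher for the BY allele at 42 and for the RM allele at 45. Its range over 20 random seeds was 86 to 97. Of the 85 genes that could be tested in each replicate, 84 had a TE difference in the same direction in both. All were chosen as significant in the sum of these replicates, so this agreement is not independent support. With the replicates kept apart, edgeR's test of the interaction between molecule and allele called 3 genes, and 83 with the library added as a replicate block. DESeq2's Wald test called 4. Of the alternatives to the G-test's threshold, the q-value moved the count most, to 373 genes, and leaving out a hybrid replicate gave 49 or 51.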

Significant (G-test, Bonferroni corrected p<0.05) allele-specific TE was found for 3% (n = 106) of genes (Table 1). 

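Of the 87 genes with significant allele-specific TE, 79.3% differed by less than 2-fold and 18 by at least 2-fold. The number of such genes ranged from 14 to 21 over 20 random seeds. Of the 18 genes, 16 could be tested in each replicate, and 9 of these (56.25%) had a TE difference of at least 2-fold in the same direction in both replicates. YDR133C had a TE log2 fold change of -2.53 (standard error from the counts 0.0837) that was -1.92 in replicate 1 and -3.02 in replicate 2. NPA3, with -1.93 (0.160), had an mRNA fold change of 1.39 and a footprint fold change of -0.540. At BRE4 the TE log2 fold change of -2.99 (0.703) rests on 5 downsampled footprint counts for the BY allele and 45 for the RM allele. The paper's Table 2 lists 26 genes, of which 25 are in the SNP files, 24 passed the filter, 12 had significant allele-specific TE and 10 were also at least 2-fold. The q-value threshold raised the number of genes of at least 2-fold to 65.

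**Figure D2:**
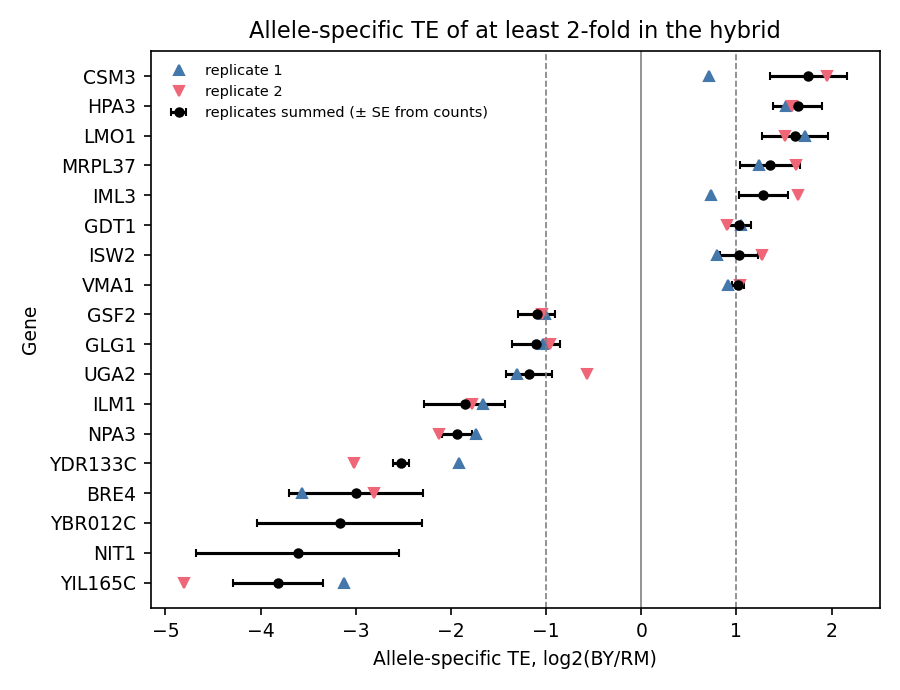
TE log2 fold change of the BY over the RM allele for the 18 genes with significant allele-specific TE of at least 2-fold, with standard errors from the counts. The values of replicate 1 and replicate 2 are drawn as separate points where both could be computed, and the genes range from -3.82 at YIL165C to 1.76 at CSM3.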

While most of these effects had small magnitude (Figure 2F), 26 genes had significant allele-specific TE greater than 2-fold (Table 2). For three of these genes, allele-specific TE is due to premature translation termination in one strain compared to the other (Table 2; see Supplementary Table S4 and Supplementary Figure S2C for genes with allele-specific TE differences identified using DESeq). 

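YIL165C had a TE log2 fold change of -3.82 (standard error from the counts 0.476, G-test, Bonferroni p = 1.12e-26), with -3.13 in replicate 1 and -4.81 in replicate 2. Its mRNA log2 fold change was -0.219 and its footprint log2 fold change -4.04. The estimated footprint reads of YIL165C were 8 for the BY allele and 69 for the RM allele in replicate 1, and 5 and 144 in replicate 2, while mRNA had 245 and 260, and 452 and 560. NIT1, immediately upstream, had a TE log2 fold change of -3.61 (1.07, G-test, Bonferroni p = 0.00907) from 2 and 17 footprint reads in replicate 1 and 2 and 25 in replicate 2. With the second random seed, the value for NIT1 was -2.34 and no longer significant, and that for YIL165C was -3.45. YDR133C had a TE log2 fold change of -2.53 (0.0837). It was -2.89 without replicate 1 and -1.99 without replicate 2. YJR015W did not pass the filter of the G-test, with 1 and 2 estimated footprint reads for the RM allele in the 2 replicates against 76 and 115 for the BY allele. In edgeR's quasi-likelihood test of all 3693 genes, its TE log2 fold change was 4.72 (standard error 0.578, Benjamini-Hochberg adjusted p = 0.00484). The paper attributes these differences to a stop codon or frameshift in one of the strains (Table 2).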

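Among genes with no premature stop codon named in Table 2, NPA3 had a TE log2 fold change of -1.93 (standard error from the counts 0.160), with -1.73 in replicate 1 and -2.12 in replicate 2. For HPA3 it was 1.64 (0.254), with 1.52 and 1.58, and for LMO1 1.61 (0.345), with 1.73 and 1.51. ISW2 had 1.03 (0.195), with 0.801 and 1.27. The ACS1 difference of Table 2 rests on 2 and 3 estimated BY footprint reads in the 2 replicates. The second random seed moved the NPA3 value most, to -2.05. The paper proposes that such genes appear to have cis-acting variants that change the translation rate while leaving the gene structure intact.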

The remaining 23 of these 26 genes appear to carry *cis* acting variants that substantially alter the translation rate without disrupting gene structure.

**Table 2:** Strong *cis* effects on translation.

	TE		mRNA		FP		
Gene	log2(fold change)	p-value	log2(fold change)	p-value	log2(fold change)	p-value	Notes
YAL054C (*ACS1*)	−3.81	1.2E-05	0.56	1	−3.25	2.2E-04	
YBR107C (*IML3*)	1.68	2.8E-10	−1.29	5.4E-06	0.39	0.1	
YBR114W (*RAD16*)	1.10	8.3E-06	−0.86	0.01	0.25	0.2	
YDL231C (*BRE4*)	−3.41	1.8E-10	−0.23	0.02	−3.63	2.5E-08	
YDL203C (*ACK1*)	1.00	1.3E-09	−0.74	2.9E-06	0.27	6.1E-02	
YDL124W	1.01	<2e-16	1.16	2.1E-38	2.17	1.0E-107	
YDR133C	−2.48	<2e-16	−1.20	1.0E-152	−3.68	<2e-16	(1)
YEL066W (*HPA3*)	1.53	4.3E-10	−0.43	0.02	1.10	1.2E-09	
YGL252C (*RTG2*)	−1.05	4.9E-06	0.23	0.5	−0.82	1.0E-05	
YGL163C (*RAD54*)	−1.39	5.9E-10	0.75	8.3E-07	−0.64	8.8E-05	
YHR195W (*NVJ1*)	−2.39	1.7E-06	0.39	0.4	−2.00	1.7E-04	
YIL165C	−3.22	<2e-16	−0.29	0.2	−3.51	1.1E-14	(2)
YIL164C (*NIT1*)	−3.76	5.5E-07	−0.37	0.9	−4.13	3.0E-06	(2)
YJL213W	−3.41	9.4E-10	1.26	2.4E-05	−2.15	1.2E-04	
YJL132W	−1.37	3.7E-07	0.67	0.03	−0.70	3.1E-03	
YJR015W	4.16	4.2E-13	1.19	3.2E-05	5.35	1.5E-32	(3)
YJR072C (*NPA3*)	−2.14	<2e-16	1.46	3.4E-26	−0.68	1.6E-07	
YKL163W (*PIR3*)	−1.19	1.6E-06	−0.07	0.6	−1.26	9.8E-08	
YKL095W (*YJU2*)	−1.55	2.1E-06	0.60	0.03	−0.95	1.9E-04	
YKL012W (*PRP40*)	−1.47	9.6E-06	0.24	0.9	−1.24	1.1E-04	
YLL022C (*HIF1*)	1.02	7.2E-06	−0.64	6.6E-03	0.38	0.04	
YLL007C (*LMO1*)	1.82	5.9E-08	−1.40	3.3E-08	0.42	0.03	
YLR375W (*STP3*)	−1.26	7.2E-06	0.47	0.03	−0.78	1.6E-02	
YML048W (*GSF3*)	−1.06	4.1E-08	1.13	4.7E-17	0.06	0.4	
YMR091C (*NPL6*)	1.16	2.5E-08	−1.26	8.4E-14	−0.10	0.6	
YOR304W (*ISW2*)	1.34	5.7E-12	−0.89	2.4E-08	0.45	6.1E-03	

For consistency with the figures, the fold changes are log2-transformed so that zero indicates no difference and one indicates a two-fold difference. Positive values indicate higher abundance in BY compared to RM. FP: footprints. NS: neither mRNA nor footprint difference was significant. (1) “Dubious” ORF, footprint data shows translated region only partially overlaps with annotation. The TE difference is due to a nonsense SNP in BY that results in early termination compared to RM. (2) YIL165C is a “dubious” ORF immediately downstream of YIL164C (*NIT1*); in RM, these two ORFs form a single, consistently translated ORF (Figure 7C). (3) Putative protein with frameshift in RM that leads to premature termination. Note that “dubious” ORFs were not included in our analyses of nonsense SNPs so that YDR133C and YJR015W were not included in those analyses.

### *Cis* and *trans* contributions to translation

The overall contribution of *cis* vs. *trans* acting variants to gene expression variation can be determined by comparing differences in expression between two strains to allele-specific expression in their diploid hybrid [14], [17]. For genes that are entirely regulated in *cis*, the parental difference should be completely recapitulated by allele-biased expression in the hybrid. For genes that are entirely regulated in *trans*, expression of the two alleles should be the same in the hybrid, irrespective of the parent difference. Consequently, in the absence of noise, if all genes in the genome were exclusively affected by *cis*-acting variants, the slope of the relationship between allelic differences and parental differences should equal one, and if all genes were exclusively affected by *trans*-acting variants, the slope should equal zero.

In our data, the slopes of these relationships (calculated using major axis estimation [33]) were 0.35 for mRNA and 0.37 for footprint abundance (Figure 4A). 

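The major axis slope of the hybrid allelic log2 fold changes on the parental log2 fold changes, both from reads over SNPs at the same depth, was 0.329 for mRNA (95% bootstrap interval 0.277 to 0.385) and 0.312 for footprints (0.256 to 0.376) over 3355 genes. The method of fitting moved these slopes most. The standardized major axis gave 0.632 for mRNA and 0.630 for footprints, and counts without downsampling gave 0.370 and 0.358.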

Because the data are noisy, we used bootstrap analysis to show that these estimates are significantly different from zero or one (Figure 4C), implying the presence of both *cis*- and *trans*-acting variants. 

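In 1000 bootstraps over genes, 0 mRNA slopes and 0 footprint slopes were at or below 0 or at or above 1. The bootstrap mean and SD were 0.330 and 0.0272 for mRNA and 0.313 and 0.0301 for footprints. Leaving out each hybrid replicate in turn gave slopes of 0.337 to 0.366 for mRNA and 0.316 to 0.343 for footprints. Genes differ in how precisely both axes are measured, and the bootstrap resamples genes, not cultures. From slopes between 0 and 1 the paper concludes that both cis- and trans-acting variants contribute.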

In order to avoid potential biases associated with different quantifications (all mapped reads in parents vs. only reads overlapping SNPs in the hybrid), the parental fold changes used in these analyses were based on allele counts at the same set of SNPs used to analyze the hybrid. Bootstrapped distributions of the mRNA and footprint slope estimates overlapped substantially (Figure 4C). 

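Over the 1000 bootstraps, the footprint slope minus the mRNA slope averaged -0.0169 (95% interval -0.0657 to 0.0346), and 748 of the differences were 0 or less. The interval includes 0, so the slopes were not distinguishable at this depth. Without downsampling the slopes were 0.370 for mRNA and 0.358 for footprints. The paper takes the overlap as evidence that cis and trans contributions to mRNA abundance carry over to footprint abundance.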

Thus, the relative contributions of *cis*- and *trans*-acting variants on mRNA abundance are faithfully represented in footprint abundance.

**Figure 4:**
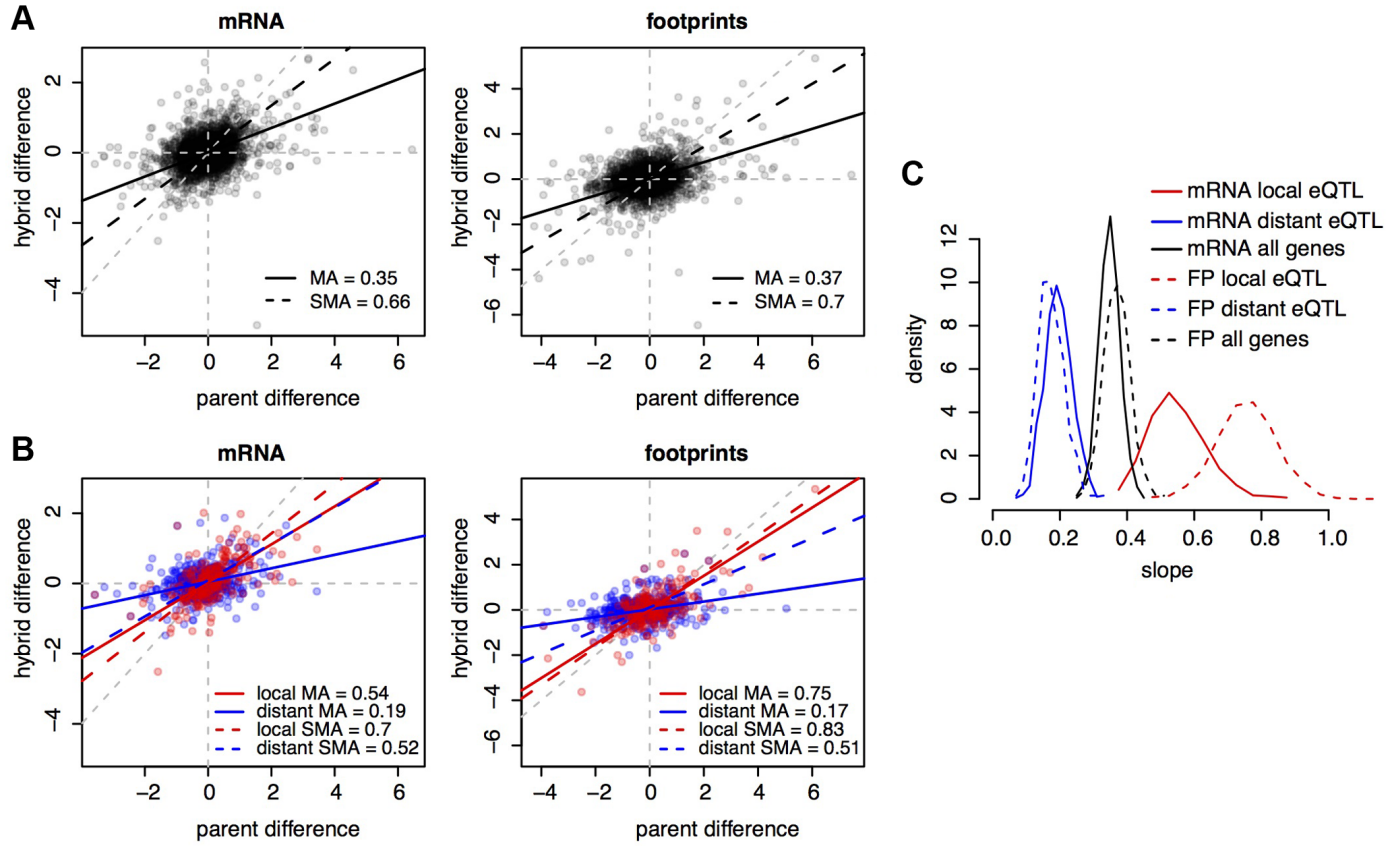
*Cis* and *trans* effects. A. Parental differences (estimated based on SNP allele counts) on the x-axes, and hybrid differences on the y-axes, for all genes. Black lines show the slope of the relationship between hybrid and parental differences. The legends indicate the values of these slopes. MA: major axis estimate; SMA: standardized major axis estimate. B. as in A), but only for genes with eQTL in [29]. Red: genes with a local but no distant eQTL, blue: genes with a distant but no local eQTL, purple: genes with both a local and a distant eQTL. Colored lines show the respective regressions of hybrid on parental differences. C. bootstrapped distributions of MA slope estimates. Results from SMA were qualitatively similar.

Next, we asked if the effects of previously identified eQTL (i.e., individual loci identified through their effects on mRNA levels) are reflected in our data. We stratified genes according to whether they were influenced by a local (likely *cis*-acting) eQTL, a distant (likely *trans*-acting) eQTL, or by both types of eQTL, using eQTL reported in [29]. Genes with local eQTL had a significantly steeper slope (the 95% confidence intervals from 1,000 bootstraps did not overlap) than genes with distant eQTL (Figure 4B & C). Thus, the effects of known genetic variants are recapitulated in our mRNA data. The effects of known eQTL were also seen in footprint abundance (Figure 4B & C). Together, these analyses suggest that the relative importance of *cis* vs. *trans* acting genetic variation on footprint abundance is largely similar to that on mRNA abundance.

### Relationship between mRNA differences and translation differences within and between yeast species

There are several possible relationships between mRNA differences and footprint differences (Figure 5A). First and most obviously, mRNA and footprint differences can be statistically indistinguishable; these genes fall near the diagonal in Figure 5A and will not be considered further. When TE differs significantly between BY and RM, this can have the following effects. A significant mRNA difference can correspond to a larger (reinforced) or smaller (buffered) significant footprint difference in the same direction, no significant footprint difference (complete buffering), or a footprint difference in the opposite direction (“inverted” genes). Finally, a significant footprint difference can appear in the absence of a significant mRNA difference (“FP only” genes).

**Figure 5:**
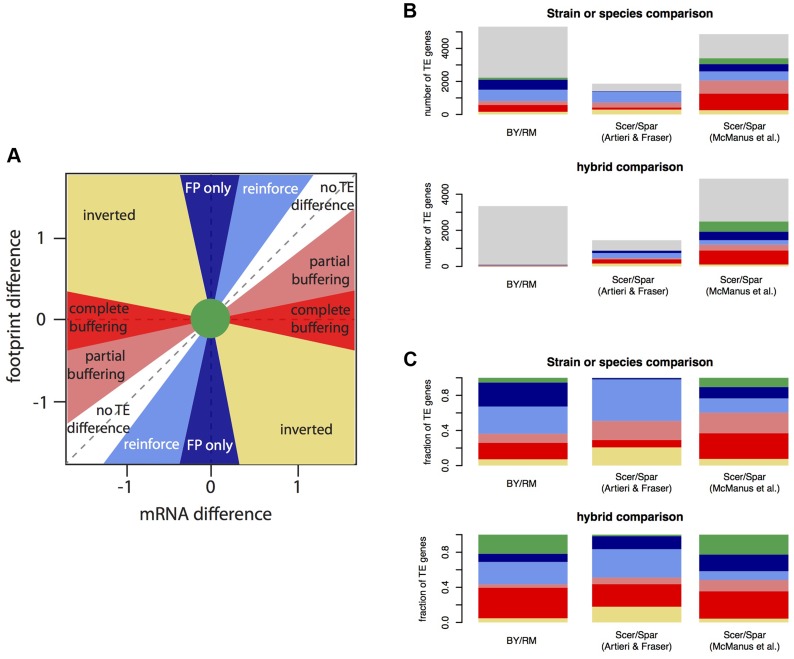
Relationship between mRNA differences and footprint differences within and between species. A. Schematic representation of the possible relationships between mRNA differences and footprint differences. B. Observed distribution of all analyzed genes in three data sets. The color scheme is the same is in A), with light grey indicating genes without a TE difference. For BY/RM, significance was determined using a Bonferroni-corrected p-value of <0.05. *Scer*: *Saccharomyces cerevisiae*. *Spar*: *Saccharomyces paradoxus*. The interspecies data were analyzed from published datasets ([35] and [34]). C) As in B), but showing the fraction of genes with a certain relationship among genes with a significant TE difference.

To examine the relative frequencies of these scenarios, we partitioned the genes with significant TE differences between BY and RM (“TE genes”, 42% of genes using the Bonferroni significance cutoff) (Table 3, Figure 3C & Figure 5B & C). For 5% of the TE genes, neither the mRNA nor the footprint difference was significant, providing little further information. 

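The 2206 parental TE genes were partitioned by the significance of their mRNA and footprint differences. For 114 of them (5.17%), neither difference was significant.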

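Of the 2206 parental TE genes, 676 (30.6%) had a footprint difference that was larger than the mRNA difference and in the same direction, that is, reinforcement. A footprint difference without a significant mRNA difference was found for 615 genes (27.9%). These shares count genes from 1 library of each kind per strain. With q-values under 0.05 the partition held 1577 reinforced genes (37.4%) and 573 footprint-only genes (13.6%).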

Thirty-one percent of the TE genes showed reinforcement and 27% of the TE genes had a footprint difference in the absence of an mRNA difference. 

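Partial buffering, a footprint difference smaller than the mRNA difference but in the same direction, was found for 237 (10.7%) of the 2206 parental TE genes. Complete buffering, an mRNA difference without a significant footprint difference, was found for 390 (17.7%). Under the q-value threshold these groups held 855 (20.3%) and 454 genes (10.8%).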

Conversely, 29% of the TE genes showed partial or complete buffering. 

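Of the 2206 parental TE genes, 174 (7.89%) had significant mRNA and footprint differences in opposite directions. With q-values under 0.05 the inverted genes numbered 702 (16.6%).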

Only 7% of the TE genes fell in the “inverted” category. 

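In the hybrid, the 87 TE genes comprised 23 with footprint ASE only (26.4%), 9 with reinforcement (10.3%), 5 with partial buffering (5.75%), 32 with complete buffering (36.8%), 1 inverted (1.15%) and 17 with neither difference significant (19.5%). With q-values under 0.05, the 373 TE genes comprised 107 with footprint ASE only, 23 reinforced, 12 partially buffered, 103 completely buffered, 10 inverted and 118 with neither difference significant.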

The results for the hybrid data are given in Table 3 and Figure 5B & C. Results based on a less stringent FDR significance cutoff as well as those based on the more conservative DESeq significance testing framework [31] are shown in Supplementary Table S5.

**Table 3:** Effects of translation in genes with significant TE.

Significant difference	Direction of differences	Magnitude of differences	Parent	Hybrid
Footprint only	–	–	611 (27%)	27 (25%)
mRNA and footprint	same	Footprint>mRNA	690 (31%)	10 (9%)
mRNA and footprint	same	mRNA>footprint	229 (10%)	4 (4%)
mRNA only	–	–	420 (19%)	37 (35%)
mRNA and footprint	opposite	–	159 (7%)	5 (5%)
neither	–	–	119 (5%)	23 (22%)
Sum	–	–	2,228	106

Numbers shown in this table are based on a Bonferroni-corrected significance threshold.

Recent work comparing the two yeast species *S. cerevisiae* (two isolates of which we study here) and *Saccharomyces paradoxus* reported an excess of directional effects of translation. An mRNA difference between species was typically accompanied by a difference in translation in the opposite direction, resulting in a smaller or inverted footprint difference [34], [35]. We sought to test if this excess also exists between BY and RM. Because the results of this inference could depend on the precise choice of how mRNA differences and footprint differences are compared, we systematically tabulated the four possible comparisons of directional effects of translation (Figure 5 and Tables 3 & 4). These four comparisons arise by including or excluding the “FP only” genes, and by including or excluding the “inverted” genes. 

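For the parents, reinforced over buffered genes gave a ratio of 1.08 (676 over 627, chi-square test of equal frequency p = 0.175), and with inverted genes added to the buffered ones 0.844 (676 over 801, p = 0.00114). With footprint-only genes added to the reinforced ones, the ratios were 2.06 (1291 over 627, chi-square p = 6.36e-52) and 1.61 (1291 over 801, p = 8.84e-27). For the hybrid, the ratios without footprint-only genes were 0.243 (9 over 37, chi-square p = 3.65e-05) and 0.237 (9 over 38, p = 2.34e-05). With footprint-only genes they were 0.865 (32 over 37, chi-square p = 0.547) and 0.842 (32 over 38, p = 0.473), and not distinguishable from 1. The parental ratios came from single libraries and treat genes as independent, which they are not.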

The detailed results are presented in Supplementary Note S3. 

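The parental ratio of reinforced to buffered genes was 1.08 under the Bonferroni threshold and not distinguishable from 1, and 1.20 (chi-square p = 6.08e-07) under q-values. Adding inverted genes turned it to 0.844 and 0.784, and adding footprint-only genes as well gave 1.61 and 1.07. In the hybrid, the ratios that include footprint-only genes were on either side of 1 depending on the random seed. The second seed gave 1.16 and 1.03 in place of 0.865 and 0.842, none of them distinguishable from 1, and without replicate 2 they were 3.44 (chi-square p = 5.04e-04) and 3.10 (p = 0.00104). From its comparisons as a whole, the paper proposes that translation more often enlarges than reduces footprint differences. It adds the reservation that this depends on which genes are counted.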

Taken together, they suggest that variation in translation between BY and RM more often increases than decreases footprint differences compared to mRNA differences, although this conclusion depends on the precise way in which TE genes are compared.

**Table 4:** Tests for directional preferences in the effects of translational differences in different data sets.

Compared groups of TE genes	BY/RM (Bonferroni)		BY/RM (FDR)		Scer/Spar (Artieri & Fraser)		Scer/Spar (McManus et al.)	
	Parents	Hybrid	Parents	Hybrid	Parents	Hybrid	Parents	Hybrid
Reinforced vs. buffered	1.1 (0.3)	0.7 (0.09)	1.3 (8e-10)	0.2 (1e-18)	1.6 (3e-13)	1.0 (0.7)	0.3 (3e-145)	0.2 (3e-118)
Reinforced vs. buffered & inverted	0.9 (0.02)	0.6 (0.03)	0.8 (3e-13)	0.2 (1e-22)	0.9 (0.2)	0.6 (9e-10)	0.3 (4e-190)	0.2 (1e-138)
Reinforced & FP only vs. buffered	2.0 (2e-49)	0.9 (0.7)	1.6 (2e-45)	1.4 (0.001)	1.6 (3e-15)	1.4 (3e-6)	0.6 (8e-52)	0.7 (9e-19)
Reinforced & FP only vs. buffered & inverted	1.6 (7e-27)	0.8 (0.3)	1.0 (0.4)	1.2 (0.03)	1.0 (0.4)	0.9 (0.2)	0.5 (7e-82)	0.6 (2e-28)

Each cell shows the ratio of TE genes where translation increases a gene expression difference (with or without “FP only” TE genes) vs. genes where translation opposes the gene expression difference (with or without inverted genes). Values greater than one indicate more genes where translation increases the gene expression difference, and values less than one indicate more genes with opposing effects. In parentheses are the p-values of a chi-squared test of the hypothesis that the two compared groups are observed at the same frequency.

To ensure a consistent comparison with these results between BY and RM, we reanalyzed the inter-species results provided in [34] as well as p-values and fold-changes kindly provided by the authors of [35] (Table 4, Figure 5B & C, Supplementary Table S6). In line with the published results for the McManus *et al.* dataset [34], there was a strong excess of opposing over increasing effects of translation in both the parent and the hybrid data. This effect was robust to the precise choice of tested gene groups (Table 4). In the hybrid data from Artieri & Fraser [35], we replicated the reported excess of opposing genes when compared against reinforced genes. This result was less robust to the precise choice of comparison (Supplementary Note S3). Overall, the signal of translational buffering is strong in one of the two published datasets and more dependent on the precise analyses in the other dataset. Discussion of additional analyses in the interspecies comparisons is provided in Supplementary Note S3 and Supplementary Figure S4.

### mRNA and footprint levels are correlated with genetic influences on protein levels

Next, we asked to what extent the mRNA and footprint differences between BY and RM correspond to differences in protein abundance that are due to individual genetic loci. We recently used a bulk-segregant approach to map *trans*–acting pQTL in BY and RM [8]. The high statistical power of that approach resulted in the identification of multiple pQTL for many of the analyzed genes. Of the 160 genes in our earlier study, 114 could be analyzed in the present parent and hybrid datasets. For each of these 114 genes, we summed the allele frequency differences at the pQTL, a measure related to the genetic effects of the pQTL (Methods). These summed measures provide a rough expectation of protein level differences between BY and RM that are due to *trans*-acting variation.

As expected given that all the pQTL considered here act in *trans*, there was no correlation between the predicted protein differences and ASE in the hybrid data (Figure 6C & D). By contrast, we found that the summed pQTL effects correlated significantly with differences in mRNA abundance between BY and RM (Spearman rank correlation rho = 0.36, p = 0.0001; Figure 6A). Thus, the aggregate effects of loci that were detected through their effects on protein levels are reflected in mRNA differences between strains. There was a slightly stronger correlation between the summed pQTL effects and the strain differences in footprint abundance (rho = 0.46, p = 3e-7; Figure 6B), but this difference in the strength of correlations appeared to be primarily driven by a few genes (112 of 1,000 bootstrapped datasets showed a larger mRNA than footprint correlation). These observations further support the hypothesis that most pQTL arise from genetic influences on mRNA levels, perhaps augmented by minor additional contributions by genetic effects on translation.

**Figure 6:**
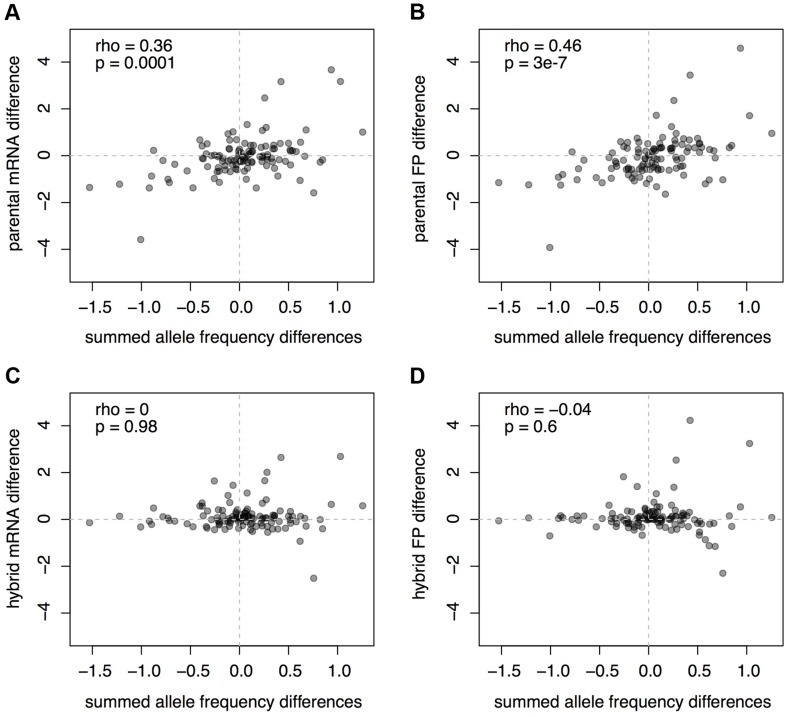
Comparison of mRNA and footprint differences to pQTL effects. For each gene, the pQTL effects are shown as the sum of allele frequency differences at all pQTL identified by a bulk segregant approach [8]. The pQTL effect sizes shown on the x axis are identical in all four panels and are compared to A) parental mRNA differences, B) parental footprint differences, C) hybrid allele-specific mRNA differences and D) hybrid allele-specific footprint differences.

### Effects of nonsense and frameshift mutations on translation

The single base pair resolution of ribosome-profiling data permits detailed examination of footprint abundance along the length of a gene, and of how these patterns are affected by genetic variation. In particular, variants that create or disrupt a stop codon are of interest due to the potentially large phenotypic consequences. In addition, insertions and deletions (indels) that lead to a shift in the reading frame of a coding gene will usually result in premature translation termination or, more rarely, in translation proceeding beyond the original stop codon. All these types of variants should lead to detectable differences in the pattern of footprint coverage.

Among our set of high quality coding SNPs in 3,376 genes that had a status of “verified” according to the SGD database, we identified 18 sites where RM relative to BY has gained a premature stop codon and 10 sites where RM has lost the annotated stop codon (Supplementary Data S1). In addition, we catalogued 32 short indels predicted to lead to a frameshift. We visually examined the footprints patterns in BY and RM at these sites. Data tracks showing these patterns across the genome are available for interactive browsing in the UCSC browser under the URL http://genome.ucsc.edu/cgi-bin/hgTracks?db=sacCer3&hubUrl=https://labs.genetics.ucla.edu/kruglyak/trackhub/hub.txt.

Of the 18 gained stops in RM, three were in genes that were not expressed and could not be analyzed. Of the 15 sites in expressed genes, nine led to clearly visible premature termination (Figure 7A for an example). 

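The genes of the supplementary list of nonsense SNPs were examined through the whole-ORF counts of the parents, since base-level footprint profiles are not in the files analysed here. Whole-ORF counts include the part of the ORF before the stop codon. For the 9 genes with an RM stop codon that the supplement calls visible, the parental TE log2 fold change was positive, that is, TE was higher in BY, for 7 and negative for 2. Its median was 0.176 and its range -0.389 to 1.53, and 3 of the 9 differences were significant, all higher in BY. For the 5 genes the supplement calls annotation errors or miscalled multi-base substitutions, TE was higher in BY for 2, 1 of them significant, and higher in RM for 3, 2 of them significant. Among the significant genes with a visible effect were CSM3, with 0.533 (standard error from the counts 0.0960), and SSE2, with 0.757 (0.0616). The third was MET1. Between the hybrid alleles, TE differed by 1.76 (0.401) at CSM3, the only significant one of the 3, and by 0.517 (0.122) at MET1. At SSE2 the allelic value was -0.0322 (0.137), so its parental difference was not seen between the alleles. With the second random seed, the parental values of CRT10 and RGS2 changed sign, from 0.176 to -0.0728 and from 0.169 to -0.0656, and none of these was significant.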

Four putative premature stop codons were located in a part of the ORF that, while annotated as part of the coding sequence, is in fact upstream of the region we found to be translated in both BY and RM (Figure 7B). These four sites therefore do not affect the protein, but reflect errors in gene annotation. The remaining two sites were situated in the translated part of the coding sequence, but did not lead to a visible reduction in translation. Closer inspection of these two SNPs showed that both of them are part of multi-base substitutions that together lead to an amino acid substitution instead of a nonsense mutation. Thus, only 60% (9/15) of our list of predicted nonsense mutations in expressed genes had detectable effects on protein sequence. We note that six of these truncating mutations were close to the 3′ end of the coding sequence, where they may be less likely to severely disrupt protein function [36].

**Figure 7:**
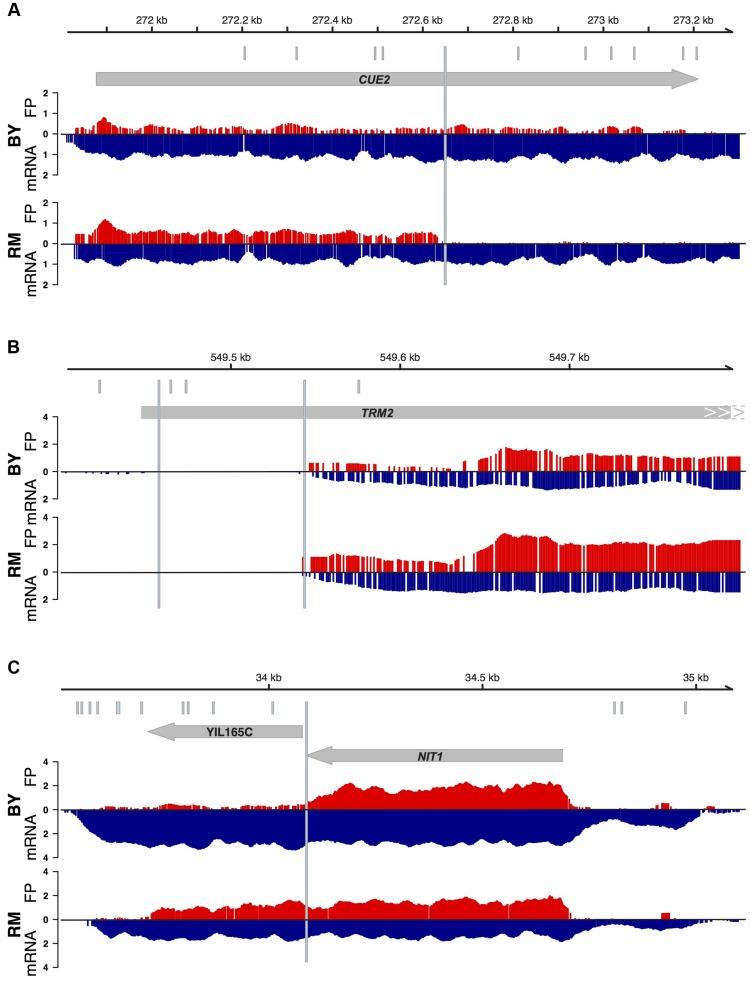
Examples of patterns of translation at putative premature stop codons. Grey arrows indicate the position and strand of ORFs. Footprints (red) and mRNA (blue, inverted scale) for BY and RM are plotted beneath. The positions of putative premature stop codons in BY or RM are shown as light blue, longer horizontal bars, while all sequence differences between BY and RM are shown as light blue tickmarks above the ORF. The mRNA and footprint densities are shown as log transformed numbers of read starts in 30 bp wide smoothed windows. They are only shown for the strand of the displayed ORFs. A. An example of a premature translation termination in *CUE2* in RM compared to BY. B. Two putative nonsense SNPs in *TRM2* are in fact upstream of the translated and transcribed ORF. C. The gene *NIT1* in BY is the result of a premature termination of a full length ORF that in RM includes the downstream ORF YIL165C.

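CUE2 (YKL090W) carries the RM stop codon at position 272649 of chromosome XI (sacCer3). In BY, 3893 mRNA reads and 662 footprints were counted on the ORF, and in RM 2423 and 969. The parental log2 fold change was 0.638 for mRNA and 0.249 for footprints, a TE log2 fold change of -0.389 (standard error from the counts 0.120, G-test, Bonferroni p = 1). Whole-ORF counts do not resolve where along the ORF the footprints fell.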

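TRM2 (YKR056W) carries an RM nonsense SNP at position 549457 of chromosome XI. On its ORF, 4996 mRNA reads and 5108 footprints were counted in BY, and 7233 and 14869 in RM. The parental log2 fold change was -0.576 for mRNA and -0.687 for footprints, and the TE log2 fold change was -0.111 (standard error from the counts 0.0440, G-test, Bonferroni p = 1), so no TE difference was detected between the strains.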

Of the ten sites where a BY stop codon was absent in RM, three resided in genes with no or very low expression. 

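Among the genes of the supplementary list where a BY stop codon is absent in RM, 4 are described as having a visible effect. They had parental TE log2 fold changes of 0.350 (BBP1, standard error from the counts 0.0971), -0.547 (NIT1, 0.0624), -1.05 (KDX1, 0.140) and -3.61 (CRS5, 0.381). TE was higher in RM for the last 3 of these, and each of those differences was significant. Footprint counts on the CRS5 ORF were 40 in BY and 1299 in RM, against 356 and 642 mRNA reads. The 3 genes whose lost stop codon is compensated by a second stop had values between 0.0710 and 0.884.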

Four did lead to visible ribosomal readthrough, and two of these sites are in fact known instances of difference in primary protein structure between BY and RM. For example, the gene *NIT1* and the gene annotated to lie immediately downstream (YIL165C) form a single ORF in other yeast species [37] and other *S. cerevisae* strains [38]. 

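NIT1 (YIL164C) lies on the minus strand of chromosome IX from 34087 to 34686, and YIL165C from 33718 to 34077 (sacCer3), with 9 bases between them. In the parents, mRNA of NIT1 and of YIL165C was higher in BY, with log2 fold changes of 2.17 and 2.21 (standard errors from the counts 0.0313 and 0.0370). Footprints on NIT1 were higher in BY, with 1.63 (0.0539), whereas those on YIL165C were higher in RM, with -1.95 (0.165). The TE log2 fold change was -0.547 (0.0624) for NIT1 and -4.16 (0.169) for YIL165C. The ORF counts for YIL165C were 8783 mRNA reads and 184 footprints in BY, and 1845 and 1158 in RM.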

The two genes are annotated as two separate ORFs because the yeast genome annotation is primarily based on BY, which carries a premature stop codon inside the ORF (Figure 7C). 

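In the sacCer3 sequence, the NIT1 frame ends at codon 200 with the stop codon TAG. The SNP at position 34088 lies in that codon. On the strand of the gene, the reference reads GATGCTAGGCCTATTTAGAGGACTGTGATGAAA, with 15 bases on each side of the stop codon. Reading on in the same frame, the next stop codon is codon 323, the last codon of YIL165C, which itself begins with ATG. The frame of NIT1 through the end of YIL165C therefore holds 2 stop codons. On YIL165C the RM allele had 69 and 144 estimated footprint reads in the 2 replicates and the BY allele 8 and 5, while mRNA reads were 245 for BY and 260 for RM in replicate 1 and 452 and 560 in replicate 2. The paper concludes that the annotation reflects a stop codon that BY carries inside a longer ORF.

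**Figure D3:**
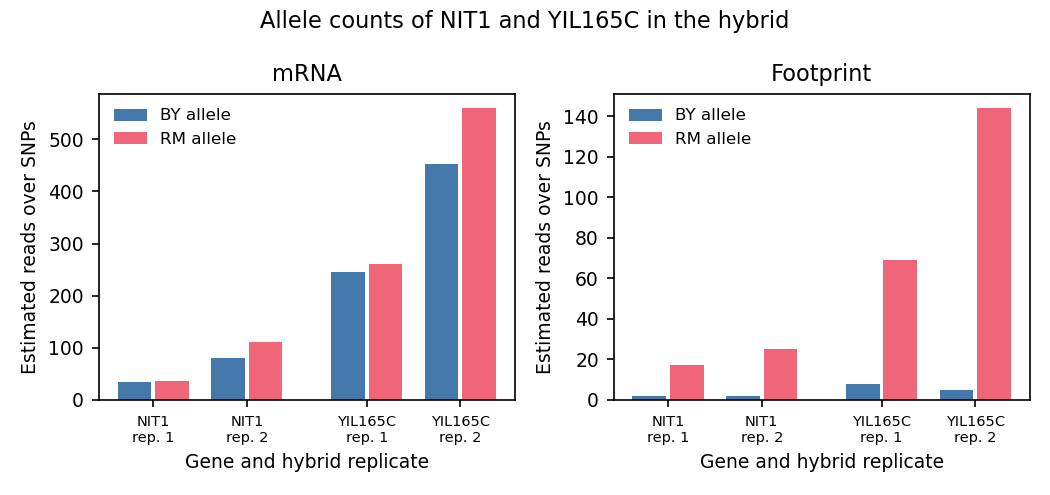
Estimated reads over SNPs for the BY allele (blue) and the RM allele (red) of NIT1 and YIL165C in the 2 hybrid replicates, with mRNA in the left panel and footprints in the right. On YIL165C the footprint bars of the RM allele reach 69 and 144 reads against 8 and 5 for the BY allele, while the mRNA bars of the 2 alleles are of similar height.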

The remaining three lost stop codons did not visibly result in translational readthrough. Closer examination of the sequence context reveals that these codons are immediately followed by a secondary stop codon that compensates for the lost stop codon [39].

We made similar observations for the 32 putative frame shifting indels: ten were in genes with low expression, five were in untranslated regions erroneously annotated as coding, three were in repetitive regions and may be due to alignment errors, six were close to the end of the ORF, one was downstream of a premature stop and therefore of no consequence itself, and only seven led to visible early termination or extension of the frame-shifted protein.

## Discussion

We used ribosome profiling [13] to explore how genetic differences between the two yeast strains BY and RM influence mRNA abundance and translation. We found that most genes with significant differences in mRNA levels had footprint differences in the same direction. Thus, translation typically carries forward genetic influences on mRNA levels into differences in protein synthesis. While we did detect hundreds of genes that showed evidence for genetic effects on translation, most of these effects subtly modulate rather than override mRNA differences. Genetic variants that induce strong, specific effects on translation appear to be infrequent in BY and RM.

We made similar observations in the hybrid between BY and RM. Significant allele-specific mRNA expression was highly correlated with allele-specific footprint abundance. Therefore, with a few exceptions (e.g. those listed in Table 2 and Supplementary Table S4), most genes do not carry *cis*-acting variants that have large, specific influences on translation.

By comparing the parental differences to ASE in the hybrid [14], we found that the relative contribution of *cis*- vs. *trans*-acting variants on footprint levels was similar to that on mRNA levels. Further, individual local and distant eQTL that had earlier been identified based on their effects on mRNA levels [29] influence the *cis* vs. *trans* contribution in both the mRNA and footprint data presented here. These eQTL therefore are carried forward to translation and would be expected to also affect protein levels.

Analyses of a mass spectrometry dataset have reported substantial discrepancies between genetic influences on mRNA and protein differences between BY and RM [4], [5]. Our ribosome profiling data provides little evidence that genetic effects on translation might be responsible for these discrepancies. This observation is in line with recent pQTL studies in yeast that leveraged improvements in protein measurements and experimental design [8], [9], [40] and found that eQTL and pQTL are not as discordant as reported previously. To the extent that the remaining discrepancies between eQTL and pQTL are real (as opposed to, for example, due to experimental variation [41]), our results here suggest that they are more likely caused by genetic influences on protein degradation rather than on translation.

Two recent papers examined the evolution of mRNA and footprint levels between the yeast species *S. cerevisiae* and *S. paradoxus* [34], [35]. Both studies reported that mRNA differences are more often opposed than reinforced by translation. Motivated by these reports, we conducted similar analyses in our data. We found some evidence that genes with strain differences in TE between BY and RM tend to more often have footprint differences larger than the corresponding mRNA differences, the opposite pattern of what was reported for the species comparisons. A similar pattern was recently observed for allele-specific translation in *Candida albicans* [42]. However, in BY/RM, this pattern was dependent on the precise fashion in which the analysis is performed (Table 4 & Supplementary Note S3), in line with the observation that the mRNA and FP differences are similar in magnitude (Figure 3). Given that this inference in BY and RM was dependent on the exact way in which TE genes are grouped, we performed the same set of comparisons in the two published interspecies data sets. In one of the two studies, the reported excess of opposing effects of translation was robust across comparisons, while in the other study the results were more ambiguous.

In our opinion, none of the groupings of the TE genes we used to compare the directional effects of translation is obviously more correct than the others. For example, while it would be our preference to include genes with a footprint but no mRNA difference in the analyses, these genes were excluded in the published inter-species analyses that only analyzed genes with a significant mRNA difference [34], [35]. It is also unclear whether (and where) genes with a footprint difference that is inverted compared to the mRNA difference should be included. In addition, differences in the precise experimental protocols between studies may contribute to the different results. For example, the technical variance in footprints is typically higher than that in mRNA, and also differs among the different datasets (Supplementary Figure S5). We are thus hesitant to draw strong conclusions about the relative importance of opposing/buffering or reinforcing/increasing effects of translation within and between yeast species, although we cannot rule out genuine evolutionary differences between these intra- and inter-specific comparisons.

Which cellular mechanisms might explain the observed cases where translational differences reinforce, buffer or invert an mRNA difference? The simplest explanation is that these cases involve two or more variants: one altering mRNA levels and another altering translation. Alternatively, more parsimonious explanations might involve a single mutation that affects both mRNA levels and translation rates. There is growing evidence for coordination among the stages of gene expression [43]. For example, positive correlations between mRNA abundance and translation rates have been observed during unperturbed growth [27], as well as for mRNA abundance changes in response to various stressors [23]–[26]. Recent evidence suggests that in addition to transcription, promoter sequences influence the subcellular localization and translation rates of yeast mRNAs [44]. While the precise mechanisms that mediate these coordinated effects are not fully understood, there is some evidence that the transcription machinery can influence the translational fate of mRNAs through the RNA polymerase II subunits Rpb4 and Rpb7 [45].

Translation can also stabilize mRNA molecules by protecting them from degradation [27], [46], so that a higher translation rate *per se* can result in higher mRNA levels at steady state. A sequence variant that increases TE of a given gene could then not only result in higher footprint levels but also increase mRNA levels, even if the variant has no effect on transcription. Careful study of the dynamics of translation (e.g. [47]) will be needed to further address this question.

Our analyses of nonsense and frameshift polymorphisms showed that these variants indeed result in detectable differences in translation. However, the results serve as a reminder to exercise caution when interpreting the potential functional impact of variants identified in next generation sequencing datasets, especially for variants with putative large effects [36]. Sequence context (e.g. secondary stop codons downstream of a lost stop [39]) and multi-base substitutions can obscure the true consequences of a variant called from a high-throughput pipeline when considered in isolation. Further, even in an extremely well annotated genome such as that of *S. cerevisiae*, errors in gene annotation can generate the illusion of severe differences in protein sequence between strains when in fact the corresponding variants reside outside of the coding region. Our list of variants between BY and RM with validated effects on translation as well as of problematic gene annotations (Supplementary Data S1) can be useful to assess the consequences of genetic differences between these yeast strains. We have also made available tracks in the UCSC genome browser [48] that allow easy visualization of translation patterns between BY and RM for any gene (http://genome.ucsc.edu/cgi-bin/hgTracks?db=sacCer3&hubUrl=https://labs.genetics.ucla.edu/kruglyak/trackhub/hub.txt).

Molecular phenotypes such as mRNA and protein levels (as well as others [49], [50]) provide crucial intermediates for connecting DNA sequence variation to organismal phenotypes. New measurement technologies will allow an increasingly fine-grained view of the mechanistic connections between the levels of molecular traits and illuminate how genetic variation shapes organisms.

## Materials and Methods

### Yeast strains

We studied the same strains as in Bloom *et al.* [51]. The common laboratory BY strain we used had mating type *MAT* ***a***. The RM strain was originally isolated from a vineyard. Our RM strain had genotype *MAT*α *ho*Δ::hphMX4 *flo8*Δ::natMX4 *AMN1-BY*. Both strains were prototrophic, *i.e.* they did not carry any engineered deletions of metabolic genes. These deletions are commonly used as genetic markers that can have strong effects on gene expression [1]. The haploid parental strains were crossed to generate the diploid hybrid. BY and RM differ in cycloheximide resistance at a dose several orders of magnitude lower than those used in the ribosome profiling protocol [13], [51]. To confirm that the parents and the hybrid were equally sensitive to the high cycloheximide dose used here to block translation, we attempted to grow them at 30°C in triplicates in liquid yeast nitrogen base (YNB) medium with a range of cycloheximide concentrations centered on the dose used in the ribosome profiling protocol. While growth was normal in negative controls without cycloheximide, there was no growth within 24 hours in any of the cycloheximide doses tested.

### Ribosome profiling and sequencing

Libraries for RNA-seq and ribosome profiling were prepared as described in [13], with the following exceptions: (1) cells were cultured in YNB, (2) the reverse-transcription step was primed by ligating miRNA Cloning Linker 1 (IDT) onto the RNA fragments, and (3) highly abundant rRNA species were hybridized to biotinylated oligos and subtracted using streptavidin-coated DynaBeads (Invitrogen) as in [52]. Deep sequencing was performed on the Illumina HiSeq 2000 platform. Raw reads are available in the NCBI Gene Expression Omnibus under accession GSE55400.

### SNP set for allele specific quantification

We employed a set of filters to ensure unbiased estimates of ASE. We used the program BWA [53] to align high coverage (>50×) 94 bp paired-end whole genome Illumina sequencing data from the BY and the RM strains used in this study [51] to the reference yeast genome version sacCer3 downloaded from the UCSC genome browser (http://genome.ucsc.edu). We used a custom python script kindly provided by Martin Kircher to remove PCR duplicates. Samtools [54] was used to extract a preliminary set of SNPs with variant quality score >30 and with an estimated alternative allele frequency of 1 (“AF1 = 1” flag in the vcf file). Next, we retained only biallelic SNPs where our RM strain carries an alternative allele and our BY strain carries the genome reference allele. There were 43,154 SNPs in this initial set.

We sought to restrict this set to those SNPs where short sequencing reads (such as those obtained in ribosome profiling) can be aligned to unique positions in both the BY and the RM reference genome. For each SNP, we extracted the 30 bp up- and downstream sequence from the BY genome reference (sacCer3), from both the plus and the minus strand. The SNP allele itself was set to the RM allele. The resulting 61 bp sequences were aligned to the RM reference genome downloaded from the Broad Institute (http://www.broadinstitute.org/annotation/genome/saccharomyces_cerevisiae.3/Info.html) using BWA [53]. We removed SNPs whose flanking sequences mapped to more than one position in the RM genome as well as SNPs where multiple SNPs mapped to the same position in the RM genome. The number of SNPs after these filters was 38,706.

Next, we sought to remove SNPs with alignment biases towards one or the other reference genome by examining the alignment behavior of publicly available DNA sequence data obtained from a BY/RM hybrid [55]. Any allelic bias seen in hybrid DNA sequences necessarily is of technical origin and indicates problematic SNPs. We trimmed the hybrid DNA reads to 30 bp single end, aligned them to both the BY and RM reference genomes and counted the number of reads that overlapped the BY or RM reference alleles at each SNP, exactly as described below for our mRNA and footprint reads. To identify SNPs with allelic bias beyond that expected by chance, we simulated an unbiased dataset as follows. For each SNP, we generated allele counts assuming a binomial distribution with p = 0.5, and at a depth of coverage drawn from the observed data. We determined criteria for SNP exclusion based on visual comparison of the observed hybrid DNA dataset to the simulated unbiased data. We removed SNPs with very high (>100 fold) and very low (<30 fold) coverage, as well as any remaining SNPs where the frequency of the BY (and, equivalently, the RM) allele was less than 0.3 or more than 0.7. After these filtering steps, 36,089 SNPs remained.

We noted a population of SNPs with hybrid DNA allelic ratio centered at ∼1/3, i.e. a 2∶1 bias towards the RM genome. Further inspection revealed that these SNPs all resided in regions where DNA sequencing coverage in our RM parent was twice as high as that in our BY parent. Nearly all of these regions were situated at chromosome ends and likely reflect segmental duplications of these distal regions in the RM strain compared to the BY reference genome. These regions extended for several kb and contained annotated protein coding genes, in line with the recent observation that subtelomeric regions contain large structural variants that segregate among wild yeast [56]. We visually examined the coverage across our BY and RM parent DNA sequences and excluded any regions with evidence for segmental duplications in the RM but not the BY parent. This removed 821 SNPs, for a remaining set of 35,268.

Finally, because we are interested in quantifying expression of protein coding genes, we retained only the 23,412 SNPs in ORFs annotated in the SGD database (www.yeastgenome.org, accessed on 06/28/2013). SNPs in ORFs annotated as overlapping on the same strand were removed. However, because the mRNA and footprint data are strand-specific, we were able to retain 395 SNPs that overlap ORFs on different strands for a total of 23,807 quantifiable positions in 4,462 ORFs (Supplementary Data S2).

### Read processing and alignments

Because the reference yeast genome is based on a strain with the BY background, sequence differences between the reference and RM make read alignments from an RM sample more difficult, especially with short reads such as the ∼32 base pair (bp) ribosomal footprint fragments. To counter this problem, we implemented a computational pipeline that uses “personalized” genome references for the BY and the RM strain to allow unbiased read mapping.

Prior to mapping, we removed sequences corresponding to the Illumina adapter sequence (CTGTAGGCACCATCAAT) opposite the sequencing priming site and discarded all reads that did not contain these adapter sequences. We also removed the first base from each read as these often corresponded to adenosines introduced during ligation in the library preparation protocol.

The trimmed reads were mapped using BWA [53] as follows (see Supplementary Table 1 for alignment statistics). For the comparisons between the BY and RM strain, reads can be considered irrespective of whether they cover a SNP or not. Reads from the BY strain were mapped to the BY reference genome (version sacCer3). Reads from the RM strain were mapped to a modified version of the BY reference where the 43,154 SNPs between BY and RM as described the section above were set to the RM allele. The rationale for using this strategy was to maximize the number of RM reads that can be mapped to the BY reference without penalizing reads that contain a sequence difference between BY and RM, while still being able to directly use the BY gene annotations. We counted only uniquely mapping reads on the correct strand in genes.

For the ASE analyses, we are only interested in reads that span a SNP between the BY and RM strains. We noted that the short reads produced in ribosome profiling are heavily biased against mapping RM reads to the BY reference (not shown). We therefore mapped all reads to both the BY reference and the RM reference available from the Broad Institute. We considered only reads that mapped to one of these two reference sequences uniquely and without mismatch. This strategy guarantees that reads that span a sequence difference between BY and RM can be unambiguously assigned to the parental chromosome they originated from. At each of the 23,807 high quality coding SNPs (s. section above), we counted the number of reads that mapped to the correct strand of the BY or the RM genome. When a read overlapped multiple closely linked SNPs, it was randomly counted towards one of them. Because we excluded reads with mismatches, our strategy excludes all reads with sequencing errors. For comparison of ASE in the hybrid to differences between the parent strains, we re-mapped the BY and RM parent reads and quantified allele-specific expression as described in this section.

### Quantification of mRNA and footprint abundance

For determining the genomic source of reads in the libraries (ORFs, UTRs, ncRNAs, etc.) as well as for the comparison between the parent strains reported in the main text, we used htseq-count (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) and annotations extracted from SGD (www.yeastgenome.org).

For the analyses of allele specific expression, we added the allele counts for all SNPs in a gene. For the hybrid, we summed the counts from the two replicates, with the exception of reproducibility analyses. While all statistical analyses were performed directly on count data (s. below), the figures show gene abundance as log10-transformed fractions of total counts for the given sample. Translation efficiency (TE) for a gene was calculated as the difference between the log10-transformed mRNA fraction and the log10-transformed footprint fraction. All quantifications, both for whole ORF and SNPs, are available in Supplementary Data S2.

### Statistical analyses

All statistical analyses were performed in the R programming language (www.r-project.org). Unless stated otherwise, we calculated slopes using major axis estimation [17], [33] as implemented in [57]. Correlations were calculated as nonparametric Spearman's rank correlations to avoid making assumptions about the distributions of the data.

We used two different count-based approaches to gauge statistical significance. In the main text, we report the results from binomial tests while in Supplementary Note S2 we describe results obtained with the DESeq analysis framework [31].

Count-based binomial tests have higher power when the absolute number of counts is high. The number of reads mapped was different between different samples and between different data types. Specifically, the parental footprint libraries had 30%–70% more reads than the parental mRNA libraries (Supplementary Table S1). 

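On the ORFs counted in the deposited files, BY had 79210922 footprint reads against 44469788 mRNA reads, which is 78.1% more. RM had 144760421 footprint reads against 43209932 mRNA reads, which is 235% more. Over SNPs, the estimated reads were 3695026 against 2400188 in BY and 6714818 against 2470023 in RM. Without the downsampling, the number of significant genes rose to 3754 for mRNA and 3854 for footprints, from 2895 and 3120.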

We removed these differences in total read counts by downsampling as follows, largely following the procedures described in [58]. For each comparison (parental analyses based on all mapped reads or allele-specific analyses counting only reads spanning SNPs), we identified the sample with the lowest total number of counts. This sample remained as observed, while in the other samples we randomly sampled read counts to match the smallest library size. We call this dataset the “downsampled” dataset and the unadjusted data prior to downsampling the “raw” dataset.

To test for differential expression of mRNA or footprints, we generated a second datatset from the downsampled data using hypergeometric resampling [58]. The goal is to avoid differences in power to call differential mRNA or footprint expression when the absolute counts are different for these two data types. For example, if a gene is highly transcribed but has a low rate of translation, the mRNA data might have more counts and therefore higher power. For each gene, we grouped the samples into pairs of samples to be compared. These pairs are the counts from the two alleles in the hybrid, or the counts from the respective parental samples. mRNA and footprint counts formed separate pairs. For each gene, we identified the pair with the smallest sum of counts. This pair remained as observed. For the other pairs, we used hypergeometric sampling to generate data with the same sum of counts as the pair with the lowest sum of counts. We call the resulting dataset the “hypergeometric” dataset.

We removed all genes from the analyses where, in the hypergeometric dataset, any pair had a sum of counts <20 (following [58]), and all genes where any individual sample had a count of zero (these two criteria are not redundant because in a few cases, one member of a pair had >20 counts while the other had zero counts). Genes that did not satisfy this filter were also excluded from the downsampled dataset. After filtering, there were 5,316 and 3,342 genes available for analysis in the parent dataset and the SNP-based hybrid dataset, respectively. 

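With a pair sum of at least 20 counts and no count of 0, 5535 genes remained in the parent dataset and 3355 in the SNP-based dataset. Over 20 random seeds of the downsampling, the numbers ranged from 5533 to 5547 and from 3343 to 3363. If at least 20 counts were required in every downsampled library instead, an alternative chosen after seeing the files, 5330 and 2842 genes remained.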

No genes were removed from the raw dataset.

For the analyses of reproducibility in the hybrid we performed the same down-sampling approach but kept the two hybrid replicates as separate samples.

We tested for differential mRNA of footprint expression using binomial tests on the “hypergeometric” dataset. For most analyses the p-values were adjusted for multiple tests using Bonferroni correction. We also estimated false discovery rates by calculating q-values [28], [59]. For DESeq (s. below), multiple tests were corrected using the Benjamini-Hochberg procedure [60] that is the default in DESeq [31].

To test for differential TE, we used G-tests on the “downsampled” data to test if the ratio of footprint and mRNA counts differed between strains. This test cannot be performed in the “hypergeometric” data because in these, mRNA and footprints have been sampled to the same level, overriding the TE signal.

As an independent approach to test for statistical significance, we used the DESeq analysis framework [31]. DESeq models the counts using a negative binomial distribution and asks if, for a given gene, the observed mean difference between strains is more than expected given the variance for a gene of the given abundance. As such, DESeq takes into account the fact that more highly expressed genes have higher counts and therefore higher statistical power than less abundant genes.

We used DESeq version 1.16 on raw count data, i.e. without any prior normalization, but excluding genes where all samples had a count of zero. In the parent data and hybrid, 6,697 and 4,462 genes were available for analysis in DESeq. To analyze the BY and RM parent data, we calculated dispersion factors using the method = “blind” option together with the sharingMode = “fit-only” option to approximate experimental (noise) variance by treating the BY and RM samples as “replicates” as recommended in the DESeq manual. This procedure is known to be conservative [31].

In the hybrid data, we used the allele counts from the two replicates separately (without any normalization, and without summing the replicates) and compared them using the default DESeq settings. Further, in the hybrid data it is possible to use DESeq to test for differential TE by using the nbinomGLMTest() function to compare models specified by the formulae:
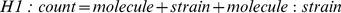
and
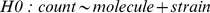
Where *count* is the count data, *molecule* is either mRNA or footprint, *strain* is either BY or RM, and *molecule:strain* indicates an interaction term. In words, this test asks for each gene whether the ratio of mRNA to footprint counts is different for the two alleles in the hybrid.

All data and results, including raw, downsampled and hypergeometric count datasets, p-values and fold changes, are available in Supplementary Data S2.

### Comparison of mRNA and footprint differences to pQTL effects

Recently, we showed that the expression of many proteins is influenced by multiple loci that segregate between the BY and the RM isolates [8]. The Albert *et al.* and the present datasets overlap for 114 proteins when considering only genes that can be analyzed in the hybrid data (i.e., that are expressed and that contain at least one SNP). To generate a rough expectation for the aggregate effect that the multiple pQTL have on a given protein, we added their effects. The pQTL in our earlier study were obtained by comparing allele frequencies in populations of cells with high and low protein expression, so that direct estimates of QTL effects (i.e. the expected magnitude by which protein expression differs between the different alleles) are not available. Instead, we used the observed difference in allele frequency at the pQTL location as a measure of effect size. Note that the locus effects can cancel each other: two pQTL with the same absolute allele frequency difference, but with opposite sign will result in an expected aggregate effect of zero. The summed pQTL effects were compared to mRNA and footprint differences from the present study using nonparametric Spearman rank correlation.

To test whether the footprint differences or the mRNA differences correlated better with the pQTL effects than the mRNA differences, we constructed 1,000 bootstrap datasets. In each of these datasets, we randomly sampled from the 114 genes with replacement and calculated both the mRNA and footprint correlations. We calculated the p-value as the fraction of bootstrap datasets where the mRNA difference/pQTL effect correlation exceeded the footprint difference/pQTL effect correlation.

### Published footprint data for *S. cerevisiae* and *S. paradoxus*

For Artieri & Fraser [35], we used p-values and fold changes kindly provided by the authors. P-values had been calculated as reported in [35]. We excluded all genes where any of the mRNA, footprint or TE p-values could not be calculated due to low coverage or due to the two replicates not agreeing in direction of effect. This resulted in 1,861 genes available for analysis in the species comparison and 1,451 genes available in the hybrid comparison. We corrected the p-values for multiple testing by calculating q-values [28] and treated q-values of <0.05 as statistically significant.

For McManus *et al.* [34] we used the read counts, p-values and fold-changes provided in their Supplementary Table S5. There were 4,863 genes available in both the parent and hybrid analyses of the McManus *et al.* data. The p-values reported in [34] are already corrected for multiple testing and we deemed p-values<0.05 as statistically significant.

### Analyses of nonsense and frameshift mutations

We restricted these analyses to coding genes with a “verified” status according to the SGD database. For nonsense SNPs, we considered only the set of high-quality SNPs we used in our ASE analyses. For indels, we considered indel calls produced by samtools mpileup [54]. Because our sequencing coverage of the BY and RM strains is very deep and often exceeds the default limit of 250 fold coverage, we used mpileup with parameters –d 1000 and –L 1000. The resulting indels were further filtered using the bcftools vcfutils.pl varFilter script to only retain indels with coverage of at least 10-fold, variant quality of at least 30, an estimated allele frequency in the sample of 1 (as the sequenced strain was haploid). Finally, we only considered indels in “verified” genes. To identify nonsense SNPs and frameshift indels, we used the standalone perl version of the Ensembl Variant Effect Predictor tool [61] with Ensembl cache data for the yeast sacCer3 genome build available in Ensembl build 72. To examine the effects on translation of the resulting nonsense and frameshift variants, we generated custom tracks in the bedGraph format for display in the UCSC genome browser [48]. These tracks show the start coordinate of each read. The tracks are available for interactive browsing in the UCSC browser at the URL http://genome.ucsc.edu/cgi-bin/hgTracks?db=sacCer3&hubUrl=https://labs.genetics.ucla.edu/kruglyak/trackhub/hub.txt. The track plots in Figure 7 were generated using the Gviz R package [62].

## Supporting Information

Figure S1 **Comparison to Ingolia *et al.*** 2009 data. Shown are log10 transformed normalized read counts. The grey line marks identity.
(JPG) Click here for additional data file.

Figure S2 **mRNA vs. footprint differences identified by DESeq.** Shown are log2-transformed fold changes. A: parents, B & C: hybrid ASE. A & B: genes with a significant (Benjamini-Hochberg corrected p<0.05) mRNA (red), footprint (blue) or both mRNA and footprint (purple) difference. C: genes with a significant TE difference. Red: genes with only a significant mRNA difference, blue: genes with only a significant footprint difference, purple: genes with both a significant mRNA and footprint difference.
(JPG) Click here for additional data file.

Figure S3 **Reproducibility of hybrid measurements.** Shown are log2-transformed fold changes. Grey diagonals mark identity. Top row: all genes. Middle row: significant genes in one and/or the other replicate. Bottom row: significant genes in the combined hybrid data. Spearman correlation coefficients between replicates are given in each panel.
(JPG) Click here for additional data file.

Figure S4 **Spurious correlations induced by correlations between a log ratio and its denominator.** A. A scatterplot of two random samples *a* and *b* of size 5,000 from a standard normal distribution with mean = 0 and standard deviation = 1. Note that *a* and *b* are entirely uncorrelated. B. The correlation between the quantity *b - a* and *a* is negative and highly significant because of regression to the mean. For example, when *a* happens to be large by chance, the corresponding value of *b* will usually be closer to the mean than *a* because it is unlikely that a large value is sampled two times by chance. Therefore, the quantity *b - a* is systematically more likely to be less than zero for *a*>0. If *a* and *b* are interpreted as the logarithms of mRNA and footprint differences, *b - a* is equivalent to the corresponding TE differences. A negative correlation between TE differences and mRNA differences is thus not by itself sufficient to infer translational buffering.
(JPG) Click here for additional data file.

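The hybrid replicates were kept apart and downsampled together, and the SD of the difference between their log2 fold changes across genes was divided by the square root of 2. Over 2959 genes, the resulting error SD of a single replicate's allelic log2 fold change was 0.317 for mRNA, 0.363 for footprints and 0.490 for TE.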

Figure S5 **Replicate noise in different hybrid datasets.** For each gene in each dataset, we calculated the log2 fold change between the alleles in the hybrid for mRNA, footprint, and TE separately for each of the two replicate datasets. The genes in each dataset were divided into 10 bins of increasing mRNA expression level. Within each bin, the average variance in the log2 fold change that is due to measurement error was calculated using the meas.est() function in the R smatr package [33] and plotted as a function of the mean abundance of the genes in the given bin. A & B: data from the published interspecies hybrid comparisons in McManus et al. [34] (A) and Artieri & Fraser [35] (B). C: Data from the BY/RM hybrid. In all datatsets, error is higher for genes with lower abundance. Footprints typically have higher error than mRNA. However, the degree to which these two data types differ varies between datasets (e.g. compare A to B). The error variance in TE is the sum of the errors in mRNA and footprints.
(PDF) Click here for additional data file.

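Between the 2 replicates of the hybrid, with alleles summed, the SD of the log2 ratio across genes was 0.400 for mRNA and 0.428 for footprints, a ratio of footprints to mRNA of 1.07. Between the parents, over SNPs, the SDs were 0.611 and 0.776, a ratio of 1.27, and over all reads 0.746 and 0.889, a ratio of 1.19.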

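In the hybrid, the single-replicate error SDs were 0.317 for mRNA and 0.363 for footprints, and 0.490 for TE, which is computed from both.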

Table S1 **Sequencing and alignment statistics. Numbers are given in millions of reads.** ^1^A version of the BY reference genome with all known single nucleotide differences set to the RM allele.
(DOCX) Click here for additional data file.

Table S2 **Genomic sources of mRNA and footprint reads in the BY parent.** Percentages can sum to more than 100 due to overlapping annotations, ^1^percent of all UTRs.
(DOCX) Click here for additional data file.

Table S3 **FDR-based differential expression statistics, ^1^q-value<0.05.**
(DOCX) Click here for additional data file.

Table S4 **Strong *cis* effects on translation identified by DESeq.** ^1^Infinite fold changes indicate that there were zero counts in one of the groups. Such genes were excluded from the binomial tests reported in the main text. Genes not identified by the binomial test all had counts below the inclusion criteria for binomial testing. (1) “Dubious” ORF, footprint data shows translated region only partially overlaps with annotation. The TE difference is due to a nonsense SNP in BY that results in early termination compared to RM. (2) Based on the parental read data, YJL108C forms one ORF in RM with its upstream neighbor YJL107C. The combined ORF in RM is interrupted by a stop mutation in BY, resulting in two separate gene annotations. (3) Putative protein with frameshift in RM that leads to premature termination. Note that “dubious” ORFs were not included in our analyses of nonsense SNPs so that YDR133C and YJR015W were not included in those analyses. (4) Similar to (1), and uncharacterized ORF that in RM forms one ORF with the upstream “uncharacterized” YNR066C.
(DOCX) Click here for additional data file.

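DESeq2's Wald test of the hybrid replicates, with Benjamini-Hochberg adjustment, called 4 genes for allele-specific TE, and edgeR's quasi-likelihood test 3. The edgeR genes were YDR133C, YJR015W and NPA3, and DESeq2 added YIL165C. With the library as a replicate block, edgeR called 83 genes. Table S4 of the paper lists genes from DESeq, an earlier program than DESeq2.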

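The FDR rows of Table S5 were recomputed from the SNP-based and whole-ORF counts with Storey q-values. In the parents, 1577 TE genes were reinforced, 573 had a footprint difference only, 855 were partially buffered, 454 were completely buffered, 702 were inverted and 57 had neither difference. In the hybrid 23 TE genes were reinforced, 107 had a footprint difference only, 12 were partially buffered, 103 were completely buffered, 10 were inverted and 118 had neither difference.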

Table S5 **Effects of translation in TE genes derived from alternative significance criteria.** FDR: genes with q-values<0.05 in the binomial tests.
(DOCX) Click here for additional data file.

Table S6 **Effects of translation in TE genes in published interspecies comparisons.**
(DOCX) Click here for additional data file.

Data S1 **Influence of annotated nonsense and frameshift mutations on translation.**
(XLSX) Click here for additional data file.

Data S2 **Complete raw and processed data.**
(XLSX) Click here for additional data file.

Note S1 **Results and discussion of read data.**
(PDF) Click here for additional data file.

Note S2 **Results obtained using the DESeq significance testing framework.**
(PDF) Click here for additional data file.

Note S3 **Details on directional effects of translation differences within and between yeast species.**
(PDF) Click here for additional data file.

# Supplementary material for: Genetic Influences on Translation in Yeast
**Source:** PLoS Genet. 2014 Oct 23;10(10):e1004692. doi: 10.1371/journal.pgen.1004692
**Supplement:** Table S1 — Sequencing and alignment statistics. Numbers are given in millions of reads. 1A version of the BY reference genome with all known single nucleotide differences set to the RM allele.

Supplementary Table S1 – Sequencing and alignment statistics

| Strain | Data type | Raw reads | Parent comparison:  unique alignments | | ASE analyses:  unique & no mismatch | | ASE analyses:  Unique, no mismatch & spans a SNP | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Reference genome |  |  | BY | Edited BY^1^ | BY | RM | BY | RM |
| BY parent | Footprint | 189 | 82 | - | 74 | - | 3.7 | - |
| BY parent | mRNA | 146 | 53 | - | 46 | - | 2.4 | - |
| RM parent | Footprint | 222 | - | 151 | - | 129 | - | 6.7 |
| RM parent | mRNA | 129 | - | 52 | - | 46 | - | 2.5 |
| BY/RM diploid 1 | Footprint | 103 | - | - | 33 | 32 | 0.9 | 0.9 |
| BY/RM diploid 1 | mRNA | 98 | - | - | 27 | 26 | 0.7 | 0.7 |
| BY/RM diploid 2 | Footprint | 108 | - | - | 44 | 42 | 1.2 | 1.2 |
| BY/RM diploid 2 | mRNA | 113 | - | - | 28 | 28 | 0.8 | 0.8 |

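The estimated reads over SNPs, scaled back from the deposited values, were 2400188 for BY mRNA, 3695026 for BY footprints, 2470023 for RM mRNA and 6714818 for RM footprints. Each allele of each hybrid library had between 725359 (BY allele, replicate 1 mRNA) and 1167677 reads (BY allele, replicate 2 footprints). The ORF counts of the parents summed to 44469788 for BY mRNA, 79210922 for BY footprints, 43209932 for RM mRNA and 144760421 for RM footprints. They equal the raw counts of the supplement in each of the 1999 ORFs compared.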

Numbers are given in millions of reads. ^1^A version of the BY reference genome with all known single nucleotide differences set to the RM allele.

# Supplementary material for: Genetic Influences on Translation in Yeast
**Source:** PLoS Genet. 2014 Oct 23;10(10):e1004692. doi: 10.1371/journal.pgen.1004692
**Supplement:** Table S2 — Genomic sources of mRNA and footprint reads in the BY parent. Percentages can sum to more than 100 due to overlapping annotations, 1percent of all UTRs.

Supplementary Table S2 – Genomic sources of mRNA and footprint reads in the BY parent

|  | mRNA | | Ribosomal footprints | |
| --- | --- | --- | --- | --- |
|  | unique | repetitive | unique | repetitive |
| CDS | 44.4M (84%) | 5.8M (6.6%) | 79.2M (97%) | 12.2M (12%) |
| UTRs^1^ | 8.9M (17%) | 66k (0.1%) | 4.7M (5.7%) | 145k (0.1%) |
| 5’UTR | 3.1M (35%)^1^ | 34k (52%)^1^ | 3.2M (68%)^1^ | 69k (48%)^1^ |
| 3’UTR | 5.9M (66%)^1^ | 32k (48%)^1^ | 1.5M (32%)^1^ | 75k (52%)^1^ |
| rRNA | 246k (0.5%) | 79M (90%) | 950k (1.2%) | 88M (85%) |
| tRNA | 73k (0.1%) | 466k (0.5%) | 228k (0.3%) | 1.2M (1.2%) |
| Other noncoding: snoRNA, snRNA, ncRNA | 468k (0.9%) | 727 | 217k (0.3%) | 264 |
| Total | 53M | 88M | 82M | 103M |

Percentages can sum to more than 100 due to overlapping annotations

^1^percent of all UTRs

# Supplementary material for: Genetic Influences on Translation in Yeast
**Source:** PLoS Genet. 2014 Oct 23;10(10):e1004692. doi: 10.1371/journal.pgen.1004692
**Supplement:** Table S3 — FDR-based differential expression statistics, 1q-value<0.05.

Supplementary Table S3 – FDR-based differential expression statistics

| Comparison | Reads | Data | Analyzed genes | 2-fold | Binomial test^1^ | Intersect |
| --- | --- | --- | --- | --- | --- | --- |
| Parent | All | mRNA | 5,316 | 331 | 4,575 | 331 (6%) |
| Parent | All | Footprint | 5,316 | 514 | 4,669 | 512 (10%) |
| Parent | All | TE | 5,316 | 135 | 4,256 | 135 (3%) |
| Parent | SNP | mRNA | 3,342 | 249 | 1,159 | 225 (7%) |
| Parent | SNP | Footprint | 3,342 | 475 | 1,486 | 441 (13%) |
| Parent | SNP | TE | 3,342 | 329 | 1,155 | 278 (8%) |
| Hybrid | SNP | mRNA | 3,342 | 100 | 529 | 65 (2%) |
| Hybrid | SNP | Footprint | 3,342 | 194 | 617 | 128 (4%) |
| Hybrid | SNP | TE | 3,342 | 216 | 638 | 148 (4%) |

^1^q-value < 0.05

# Supplementary material for: Genetic Influences on Translation in Yeast
**Source:** PLoS Genet. 2014 Oct 23;10(10):e1004692. doi: 10.1371/journal.pgen.1004692
**Supplement:** Table S4 — Strong cis effects on translation identified by DESeq. 1Infinite fold changes indicate that there were zero counts in one of the groups. Such genes were excluded from the binomial tests reported in the main text. Genes not identified by the binomial test all had counts below the inclusion criteria for binomial testing. (1) “Dubious” ORF, footprint data shows translated region only partially overlaps with annotation. The TE difference is due to a nonsense SNP in BY that results in early termination compared to RM. (2) Based on the parental read data, YJL108C forms one ORF in RM with its upstream neighbor YJL107C. The combined ORF in RM is interrupted by a stop mutation in BY, resulting in two separate gene annotations. (3) Putative protein with frameshift in RM that leads to premature termination. Note that “dubious” ORFs were not included in our analyses of nonsense SNPs so that YDR133C and YJR015W were not included in those analyses. (4) Similar to (1), and uncharacterized ORF that in RM forms one ORF with the upstream “uncharacterized” YNR066C.

Supplementary Table S4 – Strong *cis* effects on translation identified by DESeq

|  | TE | mRNA |  | FP |  | Identified by binomial test? | Notes |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | p-value | Log2(fold change) | p-value | log2(fold change) | p-value |  |  |
| YBR012C | 2.6E-06 | 1.12 | 1.4E-03 | 4.69 | 3.0E-07 |  |  |
| YDL231C (*BRE4*) | 1.6E-05 | 0.16 | 0.6 | 3.23 | 3.1E-06 | Yes |  |
| YDR133C | 9.9E-07 | 1.22 | 1.8E-06 | 3.66 | 1.8E-15 | Yes | (1) |
| YJL108C (*PRM10*) | 3.7E-05 | 0.35 | 0.5 | 5.05 | 1.2E-05 |  | (2) |
| YJR015W | 1.2E-11 | -1.16 | 3.1E-03 | -6.53 | 5.1E-23 | Yes | (3) |
| YJR072C (*NPA3*) | 2.3E-08 | -1.38 | 1.9E-06 | 0.59 | 0.03 | Yes |  |
| YNL020C (*ARK1*) | 7.5E-11 | -0.69 | 0.1 | -Inf^1^ | 1.5E-15 |  |  |
| YNR065C | 8.3E-05 | 0.92 | 0.06 | Inf^1^ | 2.3E-03 |  | (4) |
| YPR192W (*AQI1*) | 2.9E-06 | 1.51 | 0.2 | 7.30 | 6.1E-23 |  |  |

^1^Infinite fold changes indicate that there were zero counts in one of the groups. Such genes were excluded from the binomial tests reported in the main text. Genes not identified by the binomial test all had counts below the inclusion criteria for binomial testing. (1) “Dubious” ORF, footprint data shows translated region only partially overlaps with annotation. The TE difference is due to a nonsense SNP in BY that results in early termination compared to RM. (2) Based on the parental read data, YJL108C forms one ORF in RM with its upstream neighbor YJL107C. The combined ORF in RM is interrupted by a stop mutation in BY, resulting in two separate gene annotations. (3) Putative protein with frameshift in RM that leads to premature termination. Note that “dubious” ORFs were not included in our analyses of nonsense SNPs so that YDR133C and YJR015W were not included in those analyses. (4) Similar to (1), and uncharacterized ORF that in RM forms one ORF with the upstream “uncharacterized” YNR066C.

# Supplementary material for: Genetic Influences on Translation in Yeast
**Source:** PLoS Genet. 2014 Oct 23;10(10):e1004692. doi: 10.1371/journal.pgen.1004692
**Supplement:** Table S5 — Effects of translation in TE genes derived from alternative significance criteria. FDR: genes with q-values<0.05 in the binomial tests.

Supplementary Table S5 – Effects of translation in TE genes derived from alternative significance criteria

| Significant difference | Direction of differences | Magnitude of differences | Parent FDR | Hybrid FDR | Hybrid DESeq |
| --- | --- | --- | --- | --- | --- |
| mRNA and footprint | same | Footprint > mRNA | 1,638 (38%) | 40 (6%) | 1 |
| Footprint only | – | – | 497 (12%) | 193 (30%) | 6 |
| mRNA and footprint | same | mRNA > footprint | 904 (21%) | 20 (3%) | 0 |
| mRNA only | – | – | 401 (9%) | 147 (23%) | 1 |
| mRNA and footprint | opposite | – | 778 (18%) | 21 (3%) | 0 |
| neither | – | – | 38 (1%) | 217 (34%) | 1 |
| Sum | – | – | 4,256 | 638 | 9 |

FDR: genes with q-values < 0.05 in the binomial tests

# Supplementary material for: Genetic Influences on Translation in Yeast
**Source:** PLoS Genet. 2014 Oct 23;10(10):e1004692. doi: 10.1371/journal.pgen.1004692
**Supplement:** Table S6 — Effects of translation in TE genes in published interspecies comparisons.

Supplementary Table S6 – Effects of translation in TE genes in published interspecies comparisons

| Significant difference | Direction of differences | Magnitude of differences | McManus  Parent | McManus  Hybrid | Artieri  Parent | Artieri  Hybrid |
| --- | --- | --- | --- | --- | --- | --- |
| Footprint only | – | – | 443 | 471 | 22 | 132 |
| mRNA and footprint | same | Footprint > mRNA | 552 | 249 | 669 | 287 |
| mRNA and footprint | same | mRNA > footprint | 794 | 319 | 307 | 66 |
| mRNA only | – | – | 1,001 | 778 | 120 | 229 |
| mRNA and footprint | opposite | – | 258 | 108 | 293 | 159 |
| neither | – | – | 357 | 567 | 4 | 15 |
| Sum | – | – | 3,405 | 2,492 | 1,415 | 888 |

How the deposited data were processed for this re-analysis (not part of the article)

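Ribosome footprints and mRNA were measured in the BY and RM parents, with 1 library of each kind per strain, and in the BY/RM diploid hybrid, with 2 biological replicates of each kind. Samples were grouped by strain, molecule and replicate as the sample labels and the paper give them.

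For the whole-ORF files, the authors removed adapters and the first base of each read, aligned BY reads to sacCer3 and RM reads to sacCer3 with the known SNPs set to the RM allele using BWA, and deposited htseq-count read counts per ORF without normalization. The counts equal those of the supplement in all 1999 ORFs compared. For the SNP files, the authors aligned reads to the BY and RM genomes, kept unique alignments without mismatch, counted them by allele at filtered coding SNPs and summed them per ORF. The deposited SNP values are a score and not raw counts: they are whole numbers that had been scaled to a common total and rounded, and the files and the paper do not describe that scaling or the gene filter. The design had assumed counts. The score was divided by its ratio to the raw SNP counts of the supplement (0.220 to 1.018 between columns) and rounded to give estimated read counts. The largest gap to the supplement's counts was 3 reads. The deposited score was also used as it is, as an alternative chosen after seeing the files.

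The ORF counts summed to 44469788 (BY mRNA), 79210922 (BY footprints), 43209932 (RM mRNA) and 144760421 (RM footprints). The estimated reads over SNPs summed to between 725359 and 1167677 for each allele of a hybrid library and to between 2400188 and 6714818 in the parents. The floor used for a share that is not detected, 3 reads, is 0.0675 ppm of BY mRNA reads and 0.0207 ppm of RM footprints.

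The main settings follow the methods of the paper. Libraries were downsampled to the smallest, and counts were sampled hypergeometrically to the smaller pair sum of each gene. Genes with a pair sum of at least 20 and no count of 0 were kept. The mRNA and footprint differences were tested with an exact binomial test with probability 0.5, and TE differences with a G-test without continuity correction on the downsampled counts. Genes with a Bonferroni corrected p-value under 0.05 were called significant. Log2 fold changes are BY over RM, with standard errors from the counts. Slopes are major axis slopes, and 1000 bootstraps over genes gave 95% intervals of slopes and correlations. Shares have Wilson intervals, odds ratios have exact conditional intervals, and ratios of TE categories were tested with a chi-square test. The median TE of dubious and verified ORFs was compared with a permutation test of 100000 resamples. The hybrid replicates were also kept apart in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with an interaction of molecule and allele for TE. Random seed 1 was used, and seed 2 for the alternative.

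Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The tests were tested on simulated counts with 200 changed genes. For the parents, the simulated counts varied by the sampling of reads only, and the changed genes were well-covered ORFs. There, 2-fold changes were called in 100% of changed genes, with 0 unchanged genes called. With no gene changed, 1 gene was called for TE. The parental simulation therefore does not test how the calls behave under variation between cultures and libraries. For the hybrid, with 4-fold footprint changes and a dispersion of 0.02, edgeR's main fit called 100% of changed genes for footprints and 99.5% for TE, with 0 unchanged genes. The fit with the replicate block called 3 unchanged genes for footprints and 7 for TE. A true slope of 0.5 was recovered as 0.499. That simulation had small errors of equal size on both axes, so it does not show how larger or unequal errors affect the slopes.

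The genes named in the text follow a rule written before the processed files arrived. They are every gene the paper names whose counts are in the files (Table 2, Table S4, Figure 7 and the nonsense SNPs of the supplement), the 10 genes with the largest significant log2 fold change for parental mRNA, footprints and TE and for hybrid mRNA and footprint ASE, the mating-type-specific and engineered genes, and the 10 ORFs with the highest mRNA count in one parent and none in the other. The plot of allele-specific TE also shows every gene of the 18 it counts.

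The alternatives were a second random seed, a minimum pair sum of 100, Storey q-values under 0.05, all counts without downsampling, TMM library sizes, edgeR likelihood ratio tests with a dispersion from the hybrid replicates or a blind one, the replicate block, RLE size factors, DESeq2's Wald test, at least 10 counts in every column, standardized major axis and ordinary least squares slopes, ORFs with at least 20 counts, RM in place of BY, leaving out mating-type-specific and engineered genes, and leaving out each hybrid replicate. These, the designs and the sample mapping were set before the processed files arrived. Chosen after seeing them were the deposited SNP values as they are, at least 20 counts in every downsampled library, and ORFs absent from the reference annotation. The error used to decide whether a value moved or differed from the paper's was also settled after a first look at the output: the SD between the 2 hybrid replicates where there is one, otherwise a 95% interval or a bootstrap SD, and for counts of genes a ratio of 1.5.

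The reference annotation is of the same build as sacCer3: 1531 of 1531 SNPs of the supplement lay inside their annotated gene, and 6009 of 6697 ORFs were in the annotation. Base-level footprint profiles, the comparisons with other studies, species and loci, and edgeR fits without a replicate were left out, since the files analysed here do not hold what they need or a single replicate gives no dispersion.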

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

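The parental and the allelic mRNA difference of 387 genes differed from each other in a test of strain or allele by parent or hybrid (G-test on reads over SNPs, Bonferroni corrected), and those of 432 genes differed for footprints. These were flagged because 2 contrasts of the same alleles, in the parents and in the hybrid, gave different effects. The test models the sampling of reads only. Variation between hybrid cultures was weighed by testing whether the allele ratio itself changed between the 2 hybrid replicates. It did for 15 genes in mRNA and 27 in footprints, 0.0388 and 0.0625 times the flagged numbers. Variation of the allele ratio was therefore not borne out as the source, though a single replicate has fewer reads than the sum. Variation that the alleles of a culture share cancels in this ratio and was not tested by it. The corresponding variation between parental cultures could not be tested within a genotype of the parents, which have 1 library of each kind. A control between hybrid replicates with alleles summed gave 260 genes for mRNA (7.60% of 3420), 189 for footprints (5.53%) and 308 for TE (9.01%), while the parents gave 14.2%, 18.9% and 8.61% over SNPs. The shares called between replicates of one genotype were therefore 0.535 times the parental share for mRNA, 0.292 for footprints and 1.05 for TE. Culture and library variation may account for a large part of the parental mRNA and TE calls, and for footprints the test could not tell. The flagged genes are those a trans effect would give in the terms of the paper, and they cannot be told apart from variation between parental cultures.

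Among ORFs with at least 100 mRNA reads in one parent, 28 had none in the other, out of 178 such ORFs with any reads. They were flagged because the paper does not discuss them. In 27 of the 28 the reads were absent in RM, or 96.4%. Among all 178 ORFs, 136 lacked reads in RM and 42 lacked them in BY. A skew to RM would follow if RM sequence differs from the BY-based reference and does not align, which may be the source of most of the 28. It would also follow if the ORFs were absent from RM, so it does not separate these explanations. The exception among the 28 was CUP1-1, with 935 mRNA reads and 1337 footprint reads in RM and none in BY. It has a second annotated copy, and only uniquely aligned reads were counted, so its counts are uncertain. The largest BY counts were AI5_BETA with 1065 mRNA reads, SCEI with 896, YER188W with 811 and NFT1 with 777. If an ORF were absent from the strain, its footprints would be absent too, and 22 of the 28 (78.6%) had fewer than 3 footprint reads in that strain, with 7 the largest count. That share lay between the 2 outcomes set for the test and did not decide the matter. AI5_BETA and SCEI are mitochondrial. The footprint test also could not separate absence of an ORF from reads that do not align, and no other biological explanation was tested for these ORFs.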

How the results depend on the processing

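Of 48 results with at least 1 alternative, 8 met the criterion for their kind of result under every alternative tried for them. For results with a test, the criterion was only the same direction and the same side of the test's threshold, whatever the size. It was met by the lower TE of dubious ORFs, the odds ratios of the overlap of mRNA and footprint differences in parents and hybrid, and the parental category ratios other than reinforced against buffered. The sizes of these odds ratios and ratios were not stable. Under the q-value threshold, the odds ratio went from 5.49 to 2.85 in the parents and from 29.4 to 6.47 in the hybrid, and the parental ratio of reinforced and footprint-only to buffered and inverted genes from 1.61 to 1.07. With each hybrid replicate left out in turn, the odds ratio in the hybrid was 39.9 to 58.0. With calls from edgeR's likelihood ratio test, it was 279 in the parents with the dispersion between the hybrid replicates and 377 with BY and RM treated as replicates. The parental correlation over all genes stayed within its bootstrap interval. The number of nonsense SNP genes with a TE difference, 11, was also 11 with the second random seed, its only alternative. By the same criteria, with counts of genes allowed to differ by up to 1.5 times, 152 alternative values of headline results held, 81 moved, 6 reversed, 2 became weaker and 1 stronger. Among the other values, 469 held, 20 moved, 9 reversed, 25 became weaker and 10 stronger.

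Storey q-values allow a share of false calls instead of nearly none, so more genes with small differences are called. The parents then had 4565 genes for mRNA, 4739 for footprints and 4218 for TE, and over SNPs 1019, 1369 and 969. The hybrid had 427, 455 and 373, of which 65 TE genes were at least 2-fold. Among the significant genes of the parents, rho fell to 0.726 and 76.5% had the same direction, and 88.951% of differences were under 2-fold. In the hybrid, rho was 0.627 and 76.4% had the same direction. The parental ratio of reinforced to buffered genes became significant at 1.20. The hybrid ratios of reinforced and footprint-only genes to buffered, and to buffered and inverted, reversed to 1.13 and 1.04. The control between replicates gave 651 genes for mRNA, 518 for footprints and 1111 for TE, the allele ratio differed between replicates for 128 and 88 genes, and parents and hybrid differed for 1199 and 1125.

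Adding biological variation between cultures to the parental test lowered the calls most. With the dispersion of the hybrid replicates, 188 genes were called for mRNA, 344 for footprints and 35 for TE, and with a blind dispersion 121 and 116. In the hybrid, the replicate block removes the variation that the 2 alleles of a library share. With the pairing by replicate number taken from the labels, edgeR called 344 genes for mRNA, 137 for footprints and 83 for TE, against 16, 55 and 3 without the block. Spearman's rho across genes between the replicate differences of the 2 alleles was 0.418 for mRNA and 0.414 for footprints, and genes are not independent replicates. DESeq2 called 26 genes for mRNA, and requiring at least 10 counts in every column left 36 for footprints.

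Using all counts without downsampling keeps the reads that are otherwise discarded. The SNP-based counts rose to 1009, 1307 and 574 genes in the parents and to 299 for mRNA and 314 for footprints in the hybrid. The correlation of mRNA and footprint differences across significant genes was 0.756 in the parents and 0.705 in the hybrid, and the slopes of hybrid on parental differences were 0.370 for mRNA and 0.358 for footprints.

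Each fit that left out 1 hybrid replicate had fewer reads. The calls ranged from 88 to 109 genes for mRNA, 91 to 118 for footprints and 49 to 51 for TE, and from 215 to 244 and 268 to 284 for mRNA and footprint differences between parents and hybrid. The correlation of hybrid mRNA and footprint differences across genes ranged from 0.212 to 0.250 over all genes and from 0.768 to 0.778 over significant genes, and the same direction was seen for 85.7% to 86%. The slopes ranged from 0.337 to 0.366 for mRNA and 0.316 to 0.343 for footprints. The ratio of reinforced to buffered genes ranged from 0.292 to 0.667, and with inverted genes added to the latter from 0.292 to 0.6. With footprint-only genes added to the former, the ratios ranged from 0.75 to 3.44 and from 0.75 to 3.1, on both sides of 1. These rest on few genes. The edgeR fits without a replicate could not be made, since 1 library per allele leaves no dispersion to estimate.

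A minimum of 100 counts drops the genes with the largest counting error. The hybrid rho over all genes rose to 0.366, the replicate correlations rose to 0.511 for mRNA, 0.469 for footprints and 0.247 for TE, and the footprint slope fell to 0.285. With the second random seed, the same direction was seen for 86.4% of hybrid genes and the ratios with footprint-only genes reversed to 1.16 and 1.03. The standardized major axis gave slopes of 0.632 and 0.630. It takes its sign from the correlation but ignores the strength of the correlation.

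Between mRNA and footprint abundance, BY ORFs with at least 20 counts had a rho of 0.805, a slope of 1.41, a rho of TE with mRNA of 0.161 and a TE range of 40.7-fold, since ORFs with few footprints have the most extreme TE. In RM the 2 correlations were 0.874 and 0.342, and ordinary least squares gave a slope of 1.21. These correlations are across ORFs, which are not independent replicates.

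Of the alternatives chosen after seeing the files, at least 20 counts in every downsampled library gave 86.8% of parental differences under 2-fold, a hybrid rho of 0.767 over significant genes, 86.1% with the same direction, and slopes of 0.355 and 0.280. The deposited SNP values as they are gave 0.790 for that rho and slopes of 0.369 and 0.368.

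Single genes whose parental TE difference reversed had few reads in at least 1 library or a difference near 0. YAR031W had a log2 fold change of -0.975 with the second seed, -0.805 with all counts and -0.770 with TMM library sizes, and YOR009W had -1.34, -0.340 and -0.305. With the second seed, YIL121W had -0.0225, YOL063C -0.0728 and YOR107W -0.0656. None of these was significant. The depth of the hybrid limits the allele-specific TE results in particular, since the replicate correlation of TE was the lowest of the 3 measures.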

Differences from the paper's values

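Of 167 values compared with the paper's, 43 differed by the error rule stated with the alternatives. Some of these nevertheless lie within a bootstrap interval or a standard error from the counts, as given below. In the parents, 214 genes had at least a 2-fold TE difference, and the paper's value is 135. With a minimum of 100 counts there were 142, within the paper's value. The second seed (209), q-values (214), the hybrid dispersion (214), all counts (256) and TMM library sizes (256) did not close the gap. Requiring at least 20 counts in every downsampled library gave 143, which also did, and was chosen after seeing the values.

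In the hybrid, 373 genes had a TE q-value under 0.05, and the paper's value is 638; no alternative was computed for it. By category, the values were 107 genes with a footprint difference only (the paper's 193), 23 reinforced (the paper's 40), 12 partially buffered (the paper's 20), 10 inverted (the paper's 21) and 118 with neither difference (the paper's 217), again with no alternative computed. With the replicates kept apart, edgeR called 16 genes for mRNA and 3 for TE, and the paper's values are 40 and 9. None of the alternatives set before the files arrived closed these gaps: the replicate block gave 344 and 83, RLE size factors 15 and 3, DESeq2 26 and 4, and the filter on 10 counts 14 and 2. With Bonferroni correction, 1 TE gene was inverted, and the paper's value is 5. The second seed gave 4, which is within the paper's value; a minimum of 100 counts (2), q-values (10) and leaving out a replicate (0 and 1) did not.

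The hybrid ratio of reinforced to buffered genes was 0.243, and the paper's value is 0.7. The ratio of reinforced to buffered and inverted genes was 0.237, and the paper's is 0.6. Leaving out hybrid replicate 2 gave 0.667 and 0.6, within the paper's values, and the other alternatives set before the files arrived did not. The paper's own counts in Table 3 give ratios of 0.244 (10 over 41) and 0.217 (10 over 46).

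Across genes, Spearman's rho of hybrid mRNA and footprint differences was 0.293, and the paper's is about 0.26 in Fig. 3D, read by eye. Leaving out replicate 2 gave 0.250, within it, and no other alternative set before the files arrived did. Genes are not independent replicates. Over significant genes rho was 0.782, and the paper's is 0.72; none of the alternatives closed the gap. The slope of hybrid on parental differences was 0.329 for mRNA (the paper's 0.35) and 0.312 for footprints (the paper's 0.37). All counts without downsampling gave 0.370 and 0.358, which both fell within the paper's. For mRNA, leaving out mating-type-specific and engineered genes (0.333) or a replicate (0.366 and 0.337) did as well, and the second seed, the minimum of 100 counts and the standardized major axis did not. For footprints, no other alternative set before the files arrived did. The deposited SNP values as they are gave 0.369 and 0.368, and at least 20 counts in every downsampled library gave 0.355 for mRNA, which also fell within the paper's and were chosen after seeing the values.

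In BY, rho of mRNA and footprint abundance was 0.855, and the paper's is about 0.92 in Fig. 1, read by eye. The slope was 1.35, and the paper's is about 1.2 in Fig. 1, read by eye. Neither gap was closed by ORFs with at least 20 counts or by RM. Ordinary least squares gave a slope of 1.21, nearest to the paper's but still apart by more than its bootstrap error.

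The remaining differences are log2 fold changes of genes in Table 2, each followed by the paper's value. They were judged by the SD between the 2 replicates, which is small where these agree closely. For mRNA of YBR114W the replicates gave -0.811 and -0.822, while the standard error from the counts was 0.151. This gap, and those for TE of YLL007C, YEL066W and YML048W (standard errors 0.345, 0.254 and 0.193), are smaller than the standard error and show no difference from the paper. None of the alternatives set before the files arrived closed the gap for footprints of YBR107C (-0.0169, the paper's 0.39), mRNA of YBR114W (-0.817, the paper's -0.86), footprints of YDL203C (0.0141, the paper's 0.27), TE and footprints of YDL124W (0.890 and 2.07, the paper's 1.01 and 2.17), TE of YGL252C (-0.672, the paper's -1.05), TE and footprints of YGL163C (-0.926 and -0.331, the paper's -1.39 and -0.64), TE of YJL132W (-0.728, the paper's -1.37), footprints of YLL022C (0.0945, the paper's 0.38), TE and footprints of YLL007C (1.61 and 0.307, the paper's 1.82 and 0.42), and footprints of YOR304W (0.179, the paper's 0.45).

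For the others at least 1 such alternative did, and the alternatives not named did not. The TE of YAL054C was -2.77 (the paper's -3.81), with -4.05 under the second seed and -3.08 with all counts, and its footprint value was -2.09 (the paper's -3.25), with -3.32 under the second seed. The footprint value of YDL231C was -3.17 (the paper's -3.63), with -3.64 under the second seed and -3.75 and -3.46 without replicate 1 or 2. The TE of YDL203C was 0.685 (the paper's 1.00), with 1 without replicate 2. The TE of YEL066W was 1.64 (the paper's 1.53), with 1.56 under the second seed and 1.55 with all counts. The footprint value of YGL252C was -0.585 (the paper's -0.82), with -0.693 under the second seed and -0.774 without replicate 2, and that of YJL132W was -0.214 (the paper's -0.70), with -0.485 without replicate 1. Footprints of YJR072C were -0.540 (the paper's -0.68), with -0.664 under the second seed, and of YKL095W -0.617 (the paper's -0.95), with -0.644 under the second seed and -0.661 and -1.04 without replicate 1 or 2. For YML048W, TE was -1.10 (the paper's -1.06), mRNA 1.01 (the paper's 1.13) and footprints -0.0894 (the paper's 0.06), with -1.04, 1.07 and 0.0317 without replicate 1.

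The text of the paper gives a larger share of significant parental differences under 2-fold than the 87.9% of mRNA and 83.0% of footprint differences found here. By the counts of its Table 1, 314 of 2862 significant mRNA differences and 490 of 3057 footprint differences were at least 2-fold. Here 349 of 2895 and 531 of 3120 were, which did not differ from those counts by the rule used. The paper gives a smaller excess of footprint over mRNA reads in the parents than the ORF counts, which had 78.1% more in BY and 235% more in RM. The raw reads listed in its Table S1 have an excess of about the size it gives, so the gap may come from comparing raw reads with reads on ORFs.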

Other observations

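The predictions for all of the tests given here and for the flagged results were written before their results were seen. The largest parental differences include genes expressed in one mating type. The parents differ in mating type, and 11 of 11 mating-type-specific genes differed by at least 2-fold in the direction of the mating type, so the mating type may account for these extremes, whose TE differences included MF(ALPHA)1 with a TE log2 ratio of -3.97 and SAG1 with -5.18. The HO and FLO8 genes deleted in RM had mRNA log2 ratios of 9.44 and 7.66, and AMN1, for which RM carries the BY allele, had -0.0416. The log2 ratios in this paragraph are from counts before downsampling with 0.5 added to each, so they differ slightly from the fold changes of the downsampled counts.

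The parental footprint differences were larger than the mRNA differences, with a ratio of SDs of 1.27 over SNPs and 1.19 over all reads. More noise in footprint than in mRNA libraries is one candidate explanation. Between the hybrid replicates the ratio of SDs was 1.07, which could not decide whether it accounts for the difference.

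Across genes in the hybrid, the mRNA and TE allele differences of the same replicate were negatively correlated (Spearman's rho -0.476 in replicate 1 and -0.564 in replicate 2, over 2959 genes that are not independent replicates). When mRNA was taken from one replicate and TE from the other, rho was -0.0727 and -0.0706, with a mean of -0.0717 (95% interval -0.102 to -0.0408). The ratio of the mean across to the mean within replicates was 0.138, so most of the negative correlation may come from mRNA noise shared by the mRNA and TE values. The same sharing bears on the buffered category: the control between replicates of one genotype gave 113 completely buffered, 61 footprint-only, 40 inverted, 10 partially buffered and 4 reinforced genes among 308 called for TE.

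A difference of at least 2-fold in allele-specific TE held in the same direction in both replicates for 56.25% of the testable genes (9 of 16). This share was under the limit set beforehand for a difference present in only one replicate. The other testable genes nevertheless had the same direction in both replicates, with less than 2-fold in at least 1 of them. All were chosen as significant in the sum of the same replicates, so this agreement cannot rule out a difference carried mainly by one replicate. Of all 85 testable TE genes, 84 had the same direction in both.

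Gene length and GC content were weighed as sources of the parental differences, with lengths for 5435 of 5535 genes (98.2%). Spearman's rho of length across genes was -0.00941 with the mRNA fold change, 0.0874 with the footprint fold change and 0.144 with the TE fold change, and that of GC content was -0.0382, -0.0265 and 0.00698. The relation of TE with length was too weak to rule length in and too large to rule it out, and the others were near 0. Genes are not independent replicates. Leaving out the 10 ORFs with the most reads in each library gave 2210 genes with a TE difference, against 2206 with them, so a few genes taking most of the counts was not the source.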
